# Irisin exhibits neuroprotection by preventing mitochondrial damage in Parkinson’s disease

**DOI:** 10.1038/s41531-023-00453-9

**Published:** 2023-01-31

**Authors:** Xi Zhang, Sutong Xu, Yong Hu, Qiulu Liu, Chenming Liu, Huazhen Chai, Yuping Luo, Lingjing Jin, Siguang Li

**Keywords:** Parkinson's disease, Parkinson's disease, Cellular neuroscience

## Abstract

Exercise has been proposed as an effective non-pharmacological management for Parkinson’s disease (PD) patients. Irisin, a recently identified myokine, is increased by exercise and plays pivotal roles in energy metabolism. However, it remains unknown whether irisin has any protective effects on PD. Here, we found that serum irisin levels of PD patients were markedly elevated after 12-week regular exercise, which had a positive correlation with improved balance function scored by Berg Balance Scale. Treatment with exogenous irisin could improve motor function, and reduce dopaminergic neurodegeneration in PD models. Meanwhile, irisin could reduce cell apoptosis by renovating mitochondrial function in PD models, which was reflected in decreased oxidative stress, increased mitochondrial complex I activity and mitochondrial content, increased mitochondrial biogenesis, and repaired mitochondrial morphology. Furthermore, irisin regulated the aforementioned aspects by upregulating downstream Akt signaling pathway and ERK1/2 signaling pathway through integrin receptors rather than directly targeting mitochondria. With the use of small-molecule inhibitors, it was found that irisin can reduce apoptosis, restore normal mitochondrial biogenesis, and improve mitochondrial morphology and dynamic balance in PD models by activating Akt signaling pathway and ERK1/2 signaling pathway. And irisin reduced oxidative stress via activating ERK1/2 signaling pathway. The results revealed that exogenous irisin conferred neuroprotection relieving apoptosis and oxidative stress, restraining mitochondrial fragmentation, and promoting mitochondrial respiration and biogenesis in PD models, and irisin exerted the aforementioned effects by activating Akt signaling pathway and ERK1/2 signaling pathway. Thus, peripherally delivered irisin might be a promising candidate for therapeutic targeting of PD.

## Introduction

Parkinson’s disease (PD) is an age-related and the second most common neurodegenerative disorder characterized by the loss of dopaminergic neurons in the substantia nigra (SN) and the proteinaceous aggregates in neurons called Lewy bodies (LBs)^1^. And according to the post-mortem examination of human SN tissues, functional loss of mitochondrial complex I could be observed in the SN of PD patients^2^. Although the pathogenesis of PD is regulated by both environmental and genetic factors, accumulating evidences has highlighted the key role of mitochondrial dysfunction that is involved in both sporadic and familial PD. Firstly, multiple environmental toxins increase PD risk by inhibiting mitochondrial complex I, like rotenone and 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP)^3,4^. Then a number of PD-related genes synergistically lead to mitochondrial dysfunction. For example, mutation in PARK2, PARK6, PARK7, PARK8, PARK17, PARK22 is identified as autosomal recessive or dominant form of PD, all of which encode proteins that are involved in maintaining mitochondrial health^5–8^. Moreover, alpha-synuclein encoded by the first PD-linked gene SNCA, a component of Lewy bodies, has been shown to accumulate in mitochondria, interfering with complex I function and mediating mitochondrial dysfunction^5,9^. Besides, the latest evidence suggests that disruption of mitochondrial complex I induces progressive PD^10^. In a word, mitochondrial dysfunction lies at the heart of PD.

Fibronectin-domain III containing 5 (FNDC5) is a glycosylated type 1 membrane protein, and has been identified as an exercise-regulated factor^11^. And FNDC5 is cleaved and the N-terminal portion of it is released into the circulation; the secreted form has been named irisin. Irisin contains 112 amino acids, is heavily glycosylated and is 100% conserved between mouse and human^11,12^. Currently, irisin could be regarded as an extremely promising myokine since the effect of peripheral irisin injection in mice was very similar to that led by endurance exercise^13^, and exercise has been proposed as a non-pharmacological management for people who are in the early stages of PD or people who are experiencing balance or motor function problems^14,15^. The structure of irisin and its elevation with endurance exercise in humans has been confirmed using tandem mass spectrometry of human plasma^16^. In bones and fat tissues, irisin mediates its effects via αV integrin receptors and following FAK/Akt signaling pathway^17^. Since the discovery as a PGC-1α-dependent myokine in 2012, irisin has been given great expectations on the management of numerous diseases^18–22^. The roles of irisin in improving cognitive, memory and learning function in Alzheimer’s disease (AD) have already been described in previous studies, and elevation of circulating irisin levels by peripheral delivery could pass through the blood–brain barrier and result in enrichment of central irisin which ameliorated both the cognitive deficit and neuropathology in AD mouse models^23,24^.

Nonetheless, the function of irisin in PD remains largely unknown. In the present study, we detected the serum irisin level of PD patients before and at the end of 12-week exercise, and analyzed the association between peripheral irisin levels and motor symptoms. We show that regular rehabilitation exercise can increase the serum irisin of PD patients which is positively associated with the improvement of balance function. And we also indicate that exogenous irisin exhibits neuroprotection by preventing mitochondrial damage in PD models. Therefore, this study aimed to elucidate the effect of irisin in PD and its potential mechanisms.

## Results

### Regular rehabilitation exercise increases the serum irisin of PD patients which is positively associated with the improvement of balance function

To assess the relationship of irisin and exercise in PD patients, 23 patients were involved in this study. As shown in Table 1 and Supplementary Fig. 1a–c, we showed that 12-week regular exercise could improve motor function and balance of PD patients according to scores of UPDRSIII and BBS. After 12-week regular exercise, the serum irisin levels of PD patients (2.11 ± 0.53 μg/mL) were notably higher than those before (1.89 ± 0.62 μg/mL). In addition, a positive correlation was observed between increased serum irisin levels and improved BBS scores of PD patients (*R* = 0.49, *p* = 0.018, Supplementary Fig. 1e), whereas increased serum irisin levels had no association with improved UPDRSIII scores (*R* = 0.−0.087, *p* = 0.69, Supplementary Fig. 1d).

**Table 1:** Demographic data, motor function score, and laboratory results of patients with Parkinson’s disease.

	Group		
	Before exercise (*n* = 23)	After exercise (*n* = 23)	*p*-value
Age (years)	68.08 ± 7.07	68.08 ± 7.07	–
Gender			
Male	15 (65.2%)	15 (65.2%)	–
Female	8 (34.8%)	8 (34.8%)	–
Hoehn and Yahr Stage (median)	2.5 (1–3)	–	–
Levodopa dose (mg/day)	310.79 ± 206.89	–	–
Irisin (μg/mL)	1.89 ± 0.62	2.11 ± 0.53	0.041*
UPDRSIII Score	31.11 ± 11.07	25.70 ± 9.08	0.083
BBS	50.96 ± 2.96	53.13 ± 2.54	0.012*

UPDRSIII Parkinson’s Disease Rating Scale Motor Examination, BBS Berg Balance Scale.

### Peripherally delivered irisin improves motor function and dopaminergic neurodegeneration in MPTP treated mice

For further study, we selected the most commonly used MPTP treated mice to simulate the motor impairment and pathological injury of PD. To examine the role of irisin in PD, irisin was peripherally delivered before or after the establishment of MPTP treated mice to explore its effect on neuroprotection and treatment (Fig. 1a, m), in which irisin injection dose was the median dose reported in literature^13,17,20,22,23,25–29^. To evaluate the effect of irisin in MPTP-induced motor disfunction, we evaluated behavioral tests in mice. Compared with MPTP-treated mice, both the pre-treatment and delayed treatment of irisin reduced total time of pole test and increased remain time on the rotarod (Fig. 1b–d, n–p), which showed that irisin could improve MPTP-induced balance disorders. In addition to the behavior test, the pre-treatment and delayed treatment of irisin markedly alleviated the MPTP-induced damage of TH (+) fibers in corpus striatum, and that of TH (+) and Nissl (+) cells number, and signally restored protein levels of TH in midbrain (Fig. 1e–j, q–v). Both the pre-treatment and delayed treatment of irisin could significantly decreased protein levels of IBA1 which was induced by MPTP in midbrain (Fig. 1k, l, w, x). However, the changes of TUJ1, GFAP and OLIGO2 were not obvious (Fig. 1 k, l, w, x). Notably, impaired BDNF level in MPTP-treated mice could be restored by pre-treatment of irisin rather than delayed treatment of irisin (Fig. 1e, f, q, r). Besides, peripherally delivered irisin could not enhance motor function of WT mice, as well as TH (+) fibers or TH (+) and Nissl (+) cells in brains of WT mice (Fig. 1m–o).

**Fig. 1:**
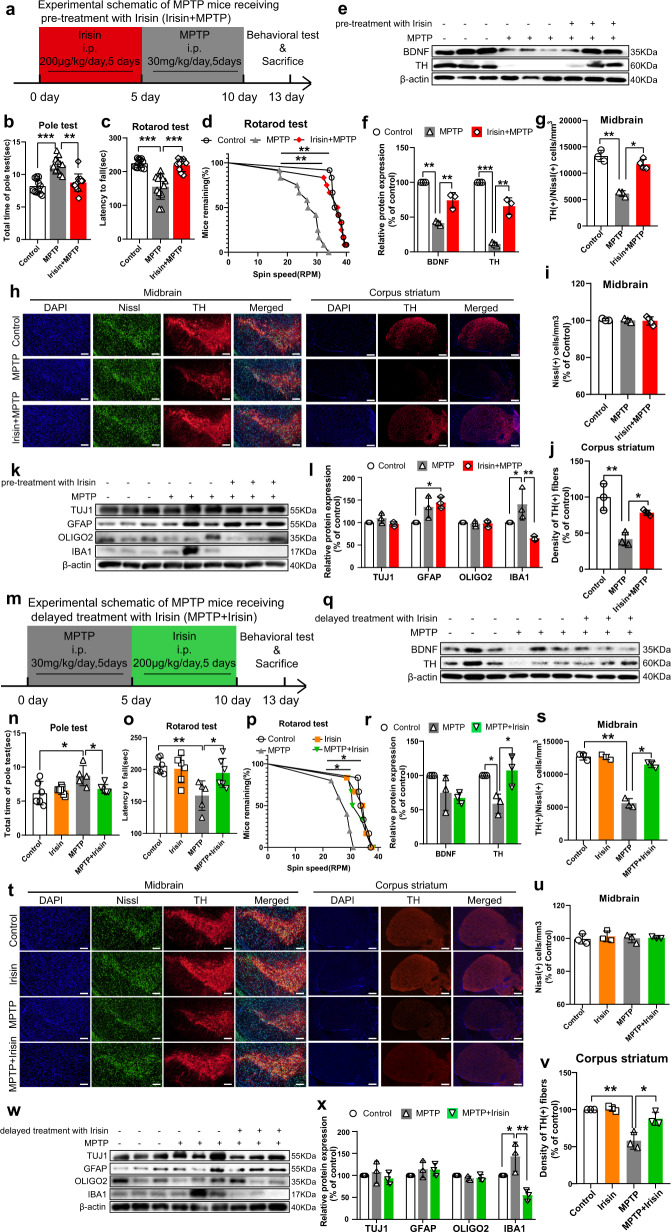
The impaired motor function and dopaminergic neurodegeneration in PD models induced by neurotoxins could be improved by peripheral irisin pretreatment or treatment. Treatment with irisin in mice was conducted by i.p. (200 μg/kg, 5 days) at the beginning or ending of MPTP treatment (30 mg/kg, 5 days). **a** Experimental schematic of MPTP treated mice receiving pre-treatment with irisin (intraperitoneal injection, i.p.) (WT *n* = 9, MPTP *n* = 11, irisin-MPTP *n* = 9). **b**–**d** The motor activity in the pole test (**b**) and rotarod test (**c**, **d**) for MPTP treated mice receiving pre-treatment with irisin. **e**, **f** Western blot showing BDNF and TH expression in the midbrain of MPTP treated mice receiving pre-treatment with irisin. **g**–**j** Confocal image and relative quantitative analysis of coronal sections showing TH expression in the striatum and TH (+) / Nissl (+) cells in the midbrain. Scale bar, 200 μm. **k**, **l** Western blot showing TUJ1, GFAP, OLIGO2 and IBA1 expression in the midbrain of MPTP treated mice receiving pre-treatment with irisin. **m** Experimental schematic of MPTP treated mice receiving delayed treatment with irisin (i.p.) (WT *n* = 6, WT-irisin *n* = 6, MPTP *n* = 6, MPTP-irisin *n* = 6). **n–p** The motor activity in the pole test (**n**) and rotarod test (**o**, **p**) for MPTP treated mice receiving delayed treatment with irisin. **q**, **r** Western blot showing BDNF and TH expression in the midbrain of MPTP treated mice receiving delayed treatment with irisin. **s**–**v** Confocal image and relative quantitative analysis of coronal sections showing TH expression in the striatum and TH (+) / Nissl (+) cells in the midbrain. Scale bar, 200 μm. **w**, **x** Western blot showing TUJ1, GFAP, OLIGO2 and IBA1 expression in the midbrain of MPTP treated mice receiving delayed treatment with irisin. β-actin is used as a loading control. All data are presented as mean ± SEM (*n* = 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin reduces apoptosis in PD models induced by neurotoxins

Mounting evidence indicated that different morphological types of cell death coexisted in the brain of PD patients, all of which could result from the activation of common mitochondrion-dependent apoptosis^30–33^. To evaluate the role of irisin on apoptosis, we supplemented in vitro experiments of irisin on MPP^+^-induced and rotenone-induced SH-SY5Y cell models, and we constructed time-dose curves to determine the optimal dose and treatment time of these reagents (Supplementary Fig. 2a–e). For the role of irisin on apoptosis, we demonstrated that irisin administration markedly upregulated Bcl-2 expression and Bcl-2/Bax ratio, and reduced the activation and cleavage of caspase3 in PD mice and cell models (Fig. 2a–d, i–l). And combined with TUNEL and MMP results (Fig. 2e–h), irisin management reduced the activation mitochondrion-dependent apoptosis and recovered cell viability (Supplementary Fig. 2d, e) in in vivo and in vitro experiments.

**Fig. 2:**
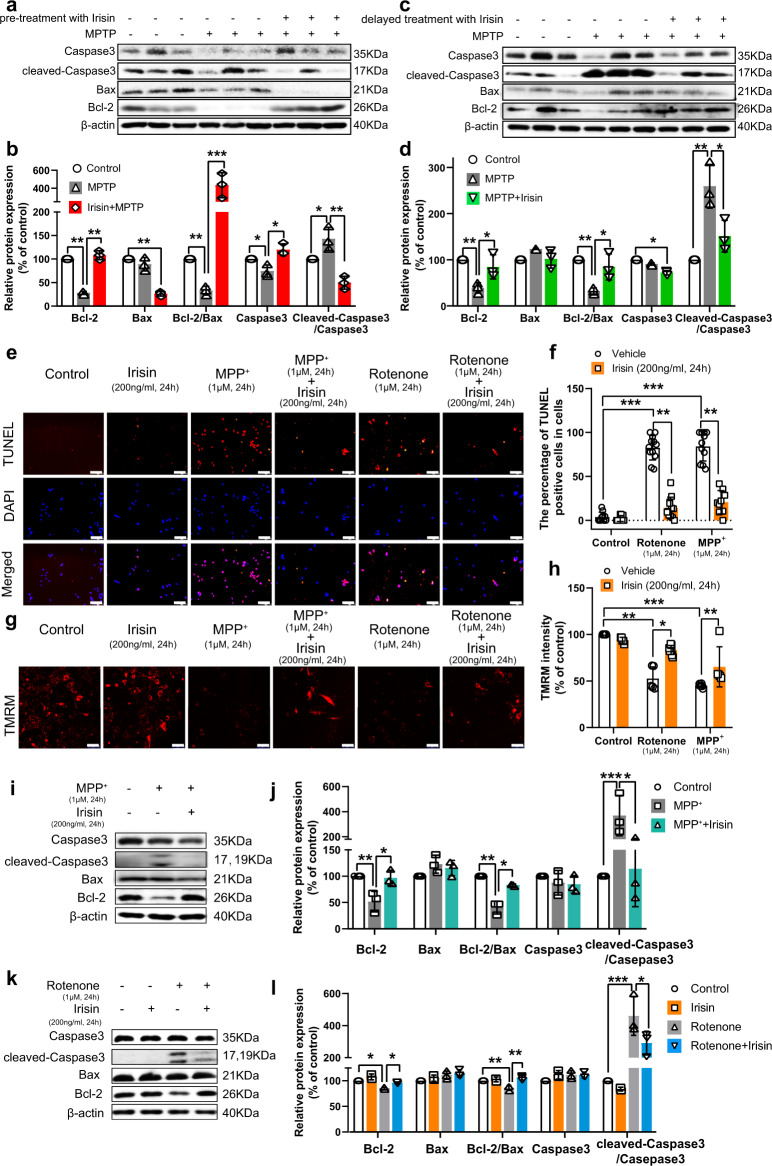
Peripheral irisin induces apoptosis in PD models induced by neurotoxins. SH-SY5Y cells were seeded and incubated until 80% cell density. And the cells were separately treated with vehicle, rotenone (1 μM, 24 h), irisin (200 ng/ml, 24 h), MPP^+^ (1 μM, 24 h), rotenone (1 μM, 24 h) and irisin (200 ng/ml, 24 h) co-treatment, and MPP^+^ (1 μM, 24 h) and irisin (200 ng/ml, 24 h) co-treatment. **a**, **b** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in the midbrain of MPTP treated mice receiving pre-treatment with irisin. **c**, **d** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in the midbrain of MPTP treated mice receiving delayed treatment with irisin. **e**, **f** Confocal image of cell coverslips showing TUNEL ( + ) cell number in various groups of in vitro experiments. Scale bar, 25 μm. **g**, **h** Confocal image of TMRM showing mitochondrial membrane potential (MMP) in various groups of in vitro experiments. Scale bar, 25 μm. **i**, **j** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in SH-SY5Y cells treated by MPP^+^ and irisin. **k**, **l** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in SH-SY5Y cells treated by rotenone and irisin. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin reduces oxidative stress in PD models induced by neurotoxins

Given that oxidative stress is related to apoptosis and mitochondrial dysfunction in PD^34^, we examined the effect of irisin on oxidative stress, with ROS and MDA levels indicating the oxidants level, SOD activity representing the antioxidants level, and AP site and repair enzyme, OGG1/2, reflecting the level of ROS-induced DNA injury^35,36^. According to DCFH-DA assay and DHE staining, irisin notably reduced ROS accumulation in PD mice and cell models (Fig. 3a–f, k), whereas MDA was not involved in MPTP or rotenone induced oxidative stress (Fig. 3n). Consistently, delivery of irisin also alleviated the ROS-induced DNA damage and its repair enzyme damage (Fig. 3g–j, o). And irisin also restored the impaired SOD activity (Fig. 3l, m). Taking the three aforementioned aspects into consideration, we illustrated that irisin significantly reduced oxidative stress and its injury in PD models.

**Fig. 3:**
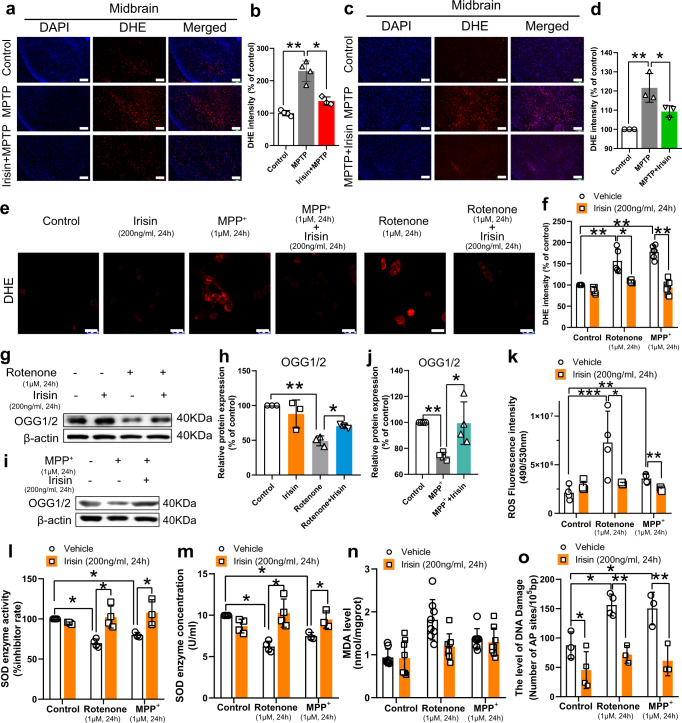
Irisin decreases oxidative stress in PD models induced by neurotoxins. **a**, **b** DHE fluorescence staining and its fluorescence intensity in midbrain of MPTP treated mice receiving pre-treatment with irisin. Scale bar, 200 μm. **c**, **d** DHE fluorescence staining and its fluorescence intensity in midbrain of MPTP treated mice receiving delayed treatment with irisin. Scale bar, 200 μm. **e**, **f** DHE fluorescence staining and its fluorescence intensity in various groups of in vitro experiments. Scale bar, 30 μm. **g**, **h** Western blot showing the quantification of OGG1/2 in SH-SY5Y cells treated with irisin and MPP^+^. **i**, **j** Western blot showing the quantification of OGG1/2 in SH-SY5Y cells treated with irisin and rotenone. **k** DCFH-DA assay showing ROS level in various groups of in vitro experiments. **l**, **m** SOD enzyme activity and SOD enzyme concentration in various groups of in vitro experiments. **n** MDA level in various groups of in vitro experiments. **o** The level of AP sites showing the level of DNA damage in various groups of in vitro experiments. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin restores the impaired mitochondrial function in PD models induced by neurotoxins

To further investigate the role of irisin in PD, we performed transcriptomic analysis by RNA-seq. 

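RNA-seq covered a pre-treatment experiment, in which irisin was injected before MPTP, and a delayed treatment experiment, in which irisin was injected after MPTP. MPTP is a neurotoxin whose product in the brain blocks mitochondrial complex I and damages dopaminergic neurons, and irisin is the part of the membrane protein FNDC5 that is released into the blood. The pre-treatment experiment had 3 groups of 3 male C57BL/6 mice, which were a control group, an MPTP group and a group given irisin pre-treatment followed by MPTP. The delayed treatment experiment had 4 groups of 3 mice, which were a control group, a group given irisin alone, an MPTP group and a group given MPTP followed by delayed irisin treatment. MPTP was injected at 30 mg/kg and irisin at 200 μg/kg, each for 5 days, and the mice were sacrificed on day 13 (Fig. 1). MPTP took the last 5 injection days of the pre-treatment experiment and the first 5 of the delayed treatment experiment. The time from MPTP to sacrifice therefore differed between the experiments. The methods give an age of 6 to 8 weeks and the sample labels give 6 weeks. The methods describe nigral tissue extracted by hand after perfusion, and the labels give the tissue as midbrain.
The authors sequenced the libraries on an Illumina NovaSeq instrument, counted the reads on each gene with featureCounts, and deposited a table per experiment with the raw count and the FPKM value (mapped fragments scaled to the length of the gene and the size of the library) of every gene in every mouse. The paper's text does not name the aligner, the annotation release, whether counting used the strand, or the tool that made the FPKM values. The gene coordinates in the tables are those of the mouse genome build GRCm38. The tables list 33829 genes for the pre-treatment experiment and 55385 genes for the delayed treatment experiment, of which 21893 had a count of 0 in every mouse. In the pre-treatment experiment, the total count per mouse was 66.7 to 69.8 M (mega) (median 68.6) in control mice, 68.8 to 75.6 M (median 69.5) in MPTP treated mice and 72.1 to 73.8 M (median 73.3) with irisin pre-treatment. In the experiment with delayed treatment, it was 48.8 to 55.4 M (median 52.7) in control mice, 52.9 to 59.0 M (median 57.5) with irisin alone, 57.8 to 77.2 M (median 60.6) in MPTP treated mice and 51.2 to 55.5 M (median 54.2) with delayed irisin treatment.
The raw counts were analysed here, each experiment by itself, with all of its groups in one fit. Genes with low counts were left out with edgeR's filterByExpr, libraries were scaled with the TMM method, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes. Values per group are CPM (the count scaled to 1 M reads of the library, with TMM scaling), as mean ± SD of 3 mice. Gene sets were the GO and KEGG terms written beside each gene in the deposited tables. GO terms were tested with fgsea, which ranks all tested genes by the signed square root of edgeR's F statistic and gives a normalized enrichment score (NES) that is positive where the genes of a term were higher with irisin. KEGG pathways were tested with a one-sided Fisher's exact test for an excess of genes with an unadjusted p under 0.05. Both used sets of 10 to 500 tested genes. The filter on low counts, the ranking of genes and the choice of test could each change the numbers. For a single gene, 3 mice against 3 cannot give a two-sided exact permutation p below 0.1.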

Gene set enrichment analysis (GSEA) of RNA-Seq data from MPTP treated mice with irisin pretreatment and treatment respectively identified plentiful pathways. 

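In the pre-treatment experiment, 22641 genes were tested between MPTP treated mice with and without irisin. Of these, 16 genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of them higher and 13 lower with irisin, and 1408 genes had an unadjusted p under 0.05. The 3 higher genes, named after their values were seen, were Isca1, Hif3a and Akap8, and Isca1 also fell on 2 separate levels between mice of the same group in the delayed treatment experiment. The 3 mice of one group all lay above the 3 mice of the other in 3220 genes (14.2%), where chance gives 10%. With delayed treatment, 21922 genes were tested, 856 had an unadjusted p under 0.05, and 1 had an adjusted p-value under 0.05, Larp1, which was higher with irisin. The groups did not overlap in 2353 genes there (10.7%, where chance gives 10%). No gene passed in both experiments (0), and of the 50 genes with an unadjusted p under 0.05 in both, 20 changed in the same direction. The alternative that moved these counts most was a threshold of unadjusted p under 0.05 with at least 2-fold change, which 314 genes passed in the pre-treatment experiment and 279 in the delayed treatment experiment.
Among the genes that passed with no overlap between the groups, the 5 with the largest change in the pre-treatment experiment were all lower with irisin. Atf3 (ENSMUSG00000026628; chromosome 1 of GRCm38, 191170296 to 191218039) was at 0.514 ± 0.217 CPM (SD, n = 3) with irisin and 5.16 ± 1.02 CPM without, a log2 fold change of −3.32 (standard error 0.35, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apold1 (ENSMUSG00000090698; chromosome 6, 134981718 to 134986836) was at 3.04 ± 0.421 against 29.4 ± 6.85 CPM, a log2 fold change of −3.27 (standard error 0.20, adjusted p = 0.000926 from edgeR's test). Hspa1b (ENSMUSG00000090877; chromosome 17, 34956436 to 34959238) was at 2.59 ± 0.578 against 20.8 ± 3.61 CPM, a log2 fold change of −3.00 (standard error 0.21, adjusted p = 0.000975 from edgeR's test). Hspa1b has a near-identical paralog, Hspa1a, with which the authors' counting could have shared reads, and Hspa1a had a log2 fold change of −2.07 (adjusted p = 0.0617 from edgeR's test). Yipf6 (ENSMUSG00000047694; chromosome X, 98936316 to 98949017) was at 7.32 ± 1.22 against 47.1 ± 6.87 CPM, a log2 fold change of −2.68 (standard error 0.17, adjusted p = 0.000926 from edgeR's test). Yipf6 fell on 2 separate levels between mice, and 1 control mouse of the delayed treatment experiment (replicate 2) also had the low level, at 5.91 CPM. Klf2 (ENSMUSG00000055148; chromosome 8, 72319033 to 72321656) was at 5.58 ± 0.976 against 26.4 ± 3.35 CPM, a log2 fold change of −2.24 (standard error 0.15, adjusted p = 0.000926 from edgeR's test). Control mice had 1.51 ± 0.369 CPM of Atf3, 11.2 ± 1.48 CPM of Apold1, 12.5 ± 2.00 CPM of Hspa1b, 50.0 ± 6.70 CPM of Yipf6 and 12.6 ± 0.678 CPM of Klf2. Of the genes that passed with pre-treatment, 2 also passed as lower in MPTP treated than in control mice of the delayed treatment experiment. These were Apold1 (log2 fold change −2.56, adjusted p = 0.0308 from edgeR's test) and Btg2 (−1.89, adjusted p = 0.0236), the latter named after its values were seen. A fall of these 2 genes thus also occurred between groups given no irisin. In the delayed treatment experiment, Larp1 (ENSMUSG00000037331; chromosome 11, 58009064 to 58062034) was at 165 ± 9.26 CPM with irisin, 74.4 ± 4.30 CPM in MPTP treated mice and 157 ± 5.39 CPM in control mice, a log2 fold change with irisin of 1.14 (standard error 0.07, adjusted p = 0.000105 from edgeR's test). The values of Larp1 lay on 2 separate levels between mice, and in the pre-treatment experiment they did not follow the groups, at 154 CPM in 1 irisin pre-treated mouse (replicate 3) and 162 CPM in 1 MPTP treated mouse (replicate 2) against 45.4 to 72.7 CPM in the other 7 mice.
Of 3663 GO terms tested in the pre-treatment experiment, 91 had an adjusted p-value under 0.05 from fgsea with Benjamini-Hochberg adjustment, 3 of them higher and 88 lower with irisin, and 569 had an unadjusted p under 0.05. The term with the smallest adjusted p was "DNA-binding transcription activator activity, RNA polymerase II-specific" (334 genes, NES −1.96, adjusted p = 1.71e-05 from fgsea), followed by "negative regulation of apoptotic process" (447 genes, NES −1.86, adjusted p = 1.93e-05). The 3 terms that were higher with irisin were "2 iron, 2 sulfur cluster binding" (NES 2.01, adjusted p = 0.0345 from fgsea), "drug metabolic process" (NES 1.98, adjusted p = 0.0479) and "mitochondrial inner membrane". In the delayed treatment experiment, 18 of 3780 terms had an adjusted p-value under 0.05, 9 higher and 9 lower with irisin, and 383 had an unadjusted p under 0.05. The terms "lipid metabolic process" (458 genes, NES −1.81) and "collagen-containing extracellular matrix" (239 genes, NES −1.98) each had an adjusted p of 6.77e-06 from fgsea. Among the terms higher with delayed irisin treatment were "mRNA processing" (325 genes, NES 1.78, adjusted p = 0.000782 from fgsea) and "mRNA 3'-UTR binding" (68 genes, NES 2.13, adjusted p = 0.00188). With the mice of the delayed comparison regrouped, the other splits that part all same-numbered mice gave 41 to 91 terms. Of the 6 splits that part fewer of them, 2 gave as many as the real one (up to 131). The 18 terms are therefore no more than regrouped mice gave. With pre-treatment, the matching splits gave 6 to 23 terms against 91. Ranking the genes by log2 fold change moved the pre-treatment count most, to 0 terms with an adjusted p-value under 0.05 (203 at an unadjusted p under 0.05), and gave 4 terms in the delayed treatment experiment.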

Of note, several pathways associated with NADH activity and metabolism in MPTP treated mice with irisin pretreatment overlapped with those pathways identified in MPTP treated mice with irisin treatment (Supplementary Fig. 3a, c, Fig. 4a, b). It is well known that NAD(H) activity and regeneration can reflect mitochondrial complex I activity, which play a critical role in mitochondrial respiration and biogenesis, and ATP synthesis^37,38^. 

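Of the 3583 GO terms tested in both experiments, 1 term had an adjusted p-value under 0.05 in both, "mitochondrial inner membrane", with opposite signs. Its NES was 1.48 with irisin pre-treatment (adjusted p = 0.0374 from fgsea with Benjamini-Hochberg adjustment) and −1.48 with delayed irisin treatment (adjusted p = 0.0462). No term passed in both with the same sign (0). At an unadjusted p under 0.05 in both experiments, 29 terms had the same sign and 63 the opposite sign, and 0 of the 29 had NAD, NADH or NADP in their name. There were 16 tested terms with NAD, NADH or NADP in their name in the pre-treatment experiment and 18 in the delayed treatment experiment. None of them had an adjusted p-value under 0.05 in either experiment (0), and those with an unadjusted p under 0.05 numbered 0 and 1. The 1 term was "NAD binding" (45 genes), which was lower with delayed irisin treatment (NES −1.63, unadjusted p = 0.00682, adjusted p = 0.241 from fgsea) and had an NES of 1.31 with irisin pre-treatment (unadjusted p = 0.0974, adjusted p = 0.427). "NAD binding" passed an adjusted p of 0.05 when replicate 2 of the MPTP treated mice was left out of the delayed treatment experiment (NES −1.91), again lower with irisin, and no other setting gave a term of this kind. The overlap changed when genes were ranked without weighting by their statistic (fgsea exponent 0), where 1 term passed in both with the same sign, "focal adhesion", which was lower with irisin (NES −3.05 with pre-treatment and −2.50 with delayed treatment).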

As a result, we demonstrated that MPTP- or rotenone-induced complex I inhibition and ATP synthesis damage were alleviated by irisin (Fig. 4k, l), which indicated that irisin could promote the restoration of mitochondrial function in PD models induced by neurotoxins. Besides, NAD^+^/NADH ratio could activate Sirtuin-1 (SIRT1) that is an NAD^+^-dependent enzyme deeply involved in mitochondrial biogenesis^39^. Thus, we evaluated expression levels of proteins associated with mitochondrial biogenesis, and mitochondria number assessed by translocase of outer mitochondrial membrane 20 (TOM20) and COX IV. In short, we observed that irisin recovered damaged mitochondria number in dopaminergic neurons (Fig. 4c–f) and elevated the inhibited expression levels of SIRT1, PGC-1α, nuclear respiratory factors 2 (NRF-2) and mitochondrial transcription factor A (TFAM), TOM20 in PD models except nuclear respiratory factors 1 (NRF-1) (Fig. 4g–j, n–q), and mtDNA copy number was renewed (Fig. 4m). Therefore, irisin effectually restored the impaired mitochondrial function in PD models induced by neurotoxins.

**Fig. 4:**
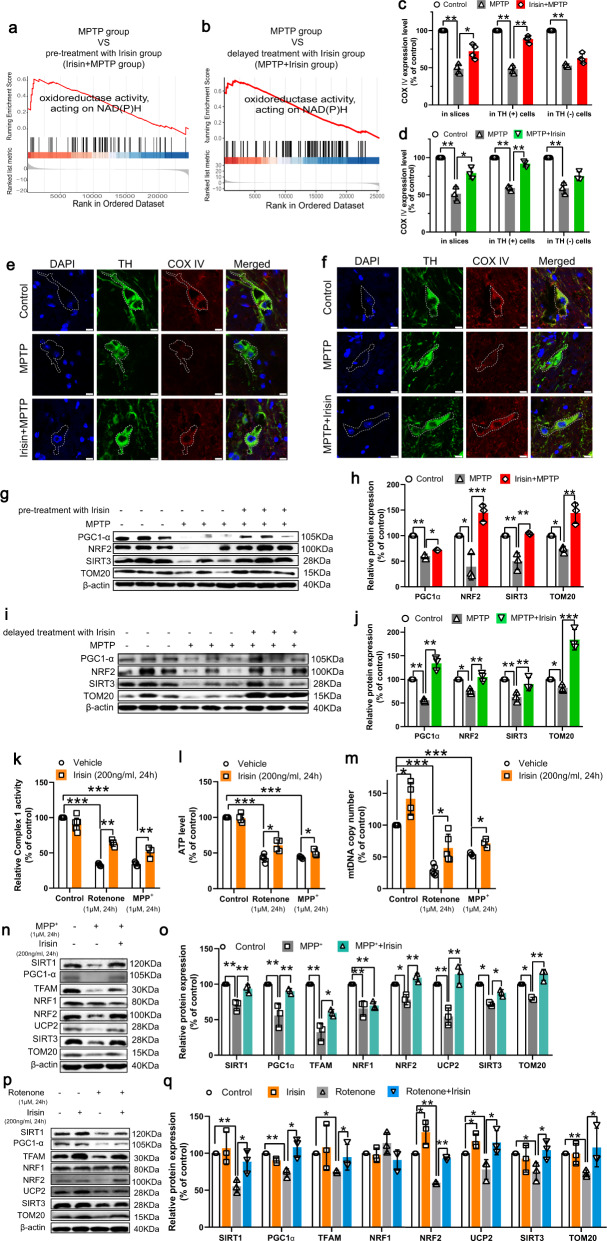
Irisin recovers impaired mitochondrial function in PD models induced by neurotoxins. **a** GSEA analysis of “oxidoreductase activity, acting on NAD(P)H” in midbrain in MPTP treated mice receiving pre-treatment with irisin. **b** GSEA analysis of “oxidoreductase activity, acting on NAD(P)H” in midbrain in MPTP treated mice receiving delayed treatment with irisin. **c**, **e** Confocal image and relative quantitative analysis showing COX IV and TH expression of dopaminergic neurons in MPTP treated mice receiving pre-treatment with irisin. Scale bar, 10 μm. **d**, **f** Confocal image and relative quantitative analysis showing COX IV and TH expression of dopaminergic neurons in MPTP treated mice receiving delayed treatment with irisin. Scale bar, 10 μm. **g**, **h** Western blot showing the quantification of PGC-1α, NRF-2, SIRT3 and TOM20 in each group of MPTP treated mice receiving pre-treatment with irisin. **i**, **j** Western blot showing the quantification of PGC-1α, NRF-2, SIRT3 and TOM20 in each group of MPTP treated mice receiving delayed treatment with irisin. **k** Mitochondrial complex I activity in various groups of in vitro experiments. **l** ATP level in various groups of in vitro experiments. **m** mtDNA copy number in various groups of in vitro experiments. **n**, **o** Western blot showing the quantification of SIRT1, PGC-1α, NRF1, NRF-2, UCP2, SIRT3, TFAM and TOM20 in each group of SH-SY5Y cells treated by irisin and MPP^+^. **p**, **q** Western blot showing the quantification of SIRT1, PGC-1α, NRF1, NRF-2, UCP2, SIRT3, TFAM and TOM20 in each group of SH-SY5Y cells treated by irisin and rotenone. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001. GSEA, gene set enrichment analysis.

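The GO term "oxidoreductase activity, acting on NAD(P)H" is annotated in the deposited tables for 12 genes in each experiment, 11 of them in both, without the genes of its child terms. It includes Ndufs1, Ndufs3, Ndufs4, Ndufs8, Ndufv1 and mt-Nd4l, which encode subunits of complex I. In MPTP treated mice with irisin pre-treatment, the 12 genes gave an enrichment score of 0.410 and an NES of 1.07 (unadjusted p = 0.376, adjusted p = 0.7301 from fgsea with Benjamini-Hochberg adjustment). The log2 fold changes of 7 genes were positive and those of 5 were negative, with a median of 0.02 and a range from −0.40 (Rnls) to 0.51 (Ndor1), and 0 of the 12 had an unadjusted p under 0.05. With delayed irisin treatment, 11 of the 12 genes were tested, since Miox had no counts, and they gave an enrichment score of −0.531 and an NES of −1.38 (unadjusted p = 0.107, adjusted p = 0.601 from fgsea). Here 4 genes were higher and 7 lower with irisin, with a median log2 fold change of −0.08. Over the alternatives that were run, the adjusted p of the term ranged from 0.225 to 1 with pre-treatment and from 0.405 to 1 with delayed treatment. The NES with delayed treatment became positive (0.399) when genes were ranked by log2 fold change.
Ndor1 (ENSMUSG00000006471; chromosome 2 of GRCm38, 25244821 to 25256022) had the largest increase of the term with pre-treatment, from 11.9 ± 1.44 CPM (SD, n = 3) in MPTP treated mice to 16.9 ± 5.74 CPM with irisin, which was within the spread between mice (log2 fold change 0.51, standard error 0.25, adjusted p = 0.856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change with delayed treatment was −0.09. Aifm1 (ENSMUSG00000036932; chromosome X, 48474944 to 48513559) was the gene with an unadjusted p under 0.05 with delayed treatment, with a log2 fold change of −0.18 (standard error 0.07, unadjusted p = 0.0268, adjusted p = 1.00 from edgeR's test). Ndufs8 (ENSMUSG00000059734; chromosome 19, 3908863 to 3912734) had log2 fold changes of 0.12 (standard error 0.07) with pre-treatment and −0.10 (standard error 0.10) with delayed treatment. Ndufv1 (ENSMUSG00000037916; chromosome 19, 4007384 to 4012759) had log2 fold changes of −0.01 (standard error 0.08) and −0.15 (standard error 0.08). From pathways associated with NADH in both experiments, the paper turned to complex I activity, ATP synthesis and mitochondrial proteins, and from these measurements it concludes that irisin restored mitochondrial function.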

### Irisin regains thwarted mitochondrial dynamics and morphology in PD models induced by neurotoxins

Mitochondrial function depends on mitochondrial morphology regulated by continuous fusion and fission cycles^40,41^. To explicitly evaluate mitochondrial structural features, mitoTracker and TEM were used to observe mitochondria. According to mitoTracker and TEM results, we ascertained that mitochondrion under normal conditions exhibited an interconnected tubular network structure, dense matrix and orderly packed cristae structure, whereas the structure in in vitro experiments established by MPP^+^ or rotenone appeared as mitochondrial fragmentation (short separate tubes or swollen tubes), and those mitochondria exhibited a swollen form, sparse matrix and disrupted cristae (Fig. 5e–j). These results suggested disorder of mitochondrial dynamics, including dysregulated fission-fusion processes. We used western blot to indicate that dynamin-related protein 1 (Drp-1) and its phosphorylation, optic atrophy protein 1 (OPA1), Mitofusin 1 and 2 (MFN1 and MFN2), mitochondrial fission- and fusion-related proteins, were significantly downregulated in the MPTP, MPP^+^ or rotenone-treated group compared with the vehicle group (Fig. 5a–d, k–n). However, pre-treatment and delayed treatment with exogenous irisin markedly restored the expression levels of these proteins in PD models induced by neurotoxins (Fig. 5a–d, k–n). Our data further confirmed that irisin could upregulate these proteins that mediate mitochondrial dynamics, and alleviate the damage of mitochondrial form.

**Fig. 5:**
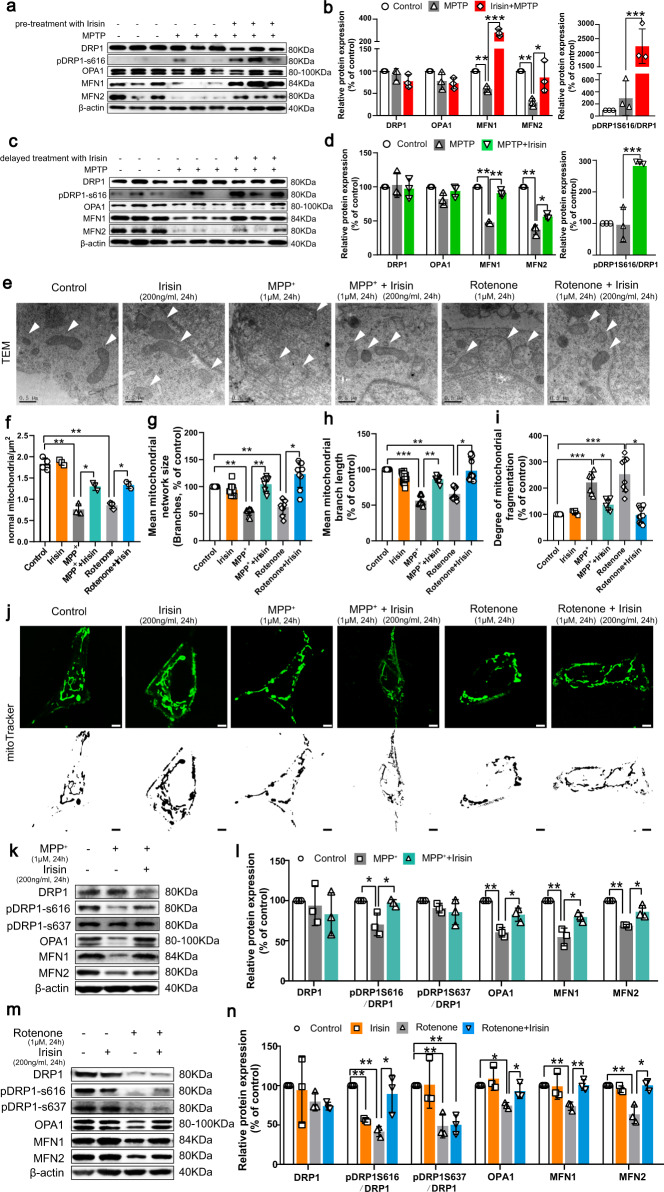
Irisin regains thwarted mitochondrial fusion and fission and morphology in PD models induced by neurotoxins. **a**, **b** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, OPA1, MFN1and MFN2 in each group of MPTP treated mice receiving pre-treatment with irisin. **c**, **d** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, OPA1, MFN1and MFN2 in each group of MPTP treated mice receiving delayed treatment with irisin. **e**, **f** Transmission electron microscopy image and relative quantitative analysis of SH-SY5H cells showing mitochondrial morphology in various groups of in vitro experiments (magnification 40,000×). Scale bar, 0.5 μm. **g**–**j** mitoTracker fluorescence staining and its quantification analysis of mitochondrial fragmentation in various groups of in vitro experiments. Scale bar, 2 μm. **k**, **l** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, pDRP1-S637/DRP1 ratio, OPA1, MFN1and MFN2 in each group of SH-SY5Y cells treated by irisin and MPP^+^. **m**, **n** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, pDRP1-S637/DRP1 ratio, OPA1, MFN1and MFN2 in each group of SH-SY5Y cells treated by irisin and rotenone. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin confers protection by binding to αV integrin receptors to activate signaling pathways rather than directly targeting mitochondria after transported into the cells

It was recently identified that αVβ5 integrins were receptors for irisin in bone and fat cells^17^ and its downstream “focal adhesion” pathway was enriched and significantly regulated in our RNA-seq analyses (Supplementary Fig. 3b, d)^42–44^. Furthermore, “PI3K-Akt signaling pathway” and “MAPK signaling pathway” were observably enriched in our RNA-seq analyses (Supplementary Fig. 3b, d), which could be activated by upstream focal adhesion kinase (FAK). 

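The KEGG pathway "Focal adhesion", whose genes encode integrins, their extracellular matrix ligands and the kinases at the contact sites, was tested by over-representation of genes with an unadjusted p under 0.05. The background was the tested genes with a KEGG term, which were 6280 genes with 467 of them under this threshold in the pre-treatment experiment, and 5872 genes with 230 under it in the delayed treatment experiment. With irisin pre-treatment, 20 of 191 pathway genes were under the threshold where 14.2 were expected, an odds ratio of 1.48 (p = 0.0739, adjusted p = 0.545 from a one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Of the 20 genes, 3 were higher and 17 lower with irisin. With delayed treatment, 11 of 183 genes were under it where 7.17 were expected, an odds ratio of 1.60 (p = 0.103, adjusted p = 0.742 from the same exact test), and 4 were higher and 7 lower with irisin. The pathway ranked at place 41 by p in both experiments, among 307 and 305 pathways. With over-representation, 0 pathways had an adjusted p-value under 0.05 in the pre-treatment experiment (31 at an unadjusted p under 0.05). In the delayed treatment experiment 1 did, "Ether lipid metabolism" (8 of 38 genes, odds ratio 6.74, adjusted p = 0.0264 from Fisher's exact test). With fgsea on all ranked genes, 56 pathways passed in the pre-treatment experiment, 3 higher and 53 lower with irisin, and 8 in the delayed treatment experiment, all 8 lower. Another gene list, that of genes with an adjusted p under 0.05, moved the odds ratio of focal adhesion with pre-treatment most, to 5.34 (adjusted p = 0.948 from Fisher's exact test, with a range from 0.00304 to 1 over the alternatives), and the list with at least 2-fold change gave 0. The call changed with fgsea on all ranked genes, which gave an NES of −1.71 with pre-treatment (adjusted p = 0.00304, within the same range), that is, pathway genes were lower with irisin. With delayed treatment, fgsea gave an NES of −1.48 (adjusted p = 0.112, with a range from 0.112 to 1 over the alternatives). Without replicate 3 of the MPTP treated mice, the odds ratio with pre-treatment was below 1, at 0.834. The GO term "focal adhesion" (163 genes), tested with fgsea over all GO terms, was lower with irisin in both experiments, with an NES of −1.74 with pre-treatment (adjusted p = 0.0126 from fgsea with Benjamini-Hochberg adjustment) and −1.39 with delayed treatment (unadjusted p = 0.0161, adjusted p = 0.342).
The αV integrin gene Itgav (ENSMUSG00000027087; chromosome 2 of GRCm38, 83724397 to 83806916) was at 55.6 ± 21.2 CPM (SD, n = 3) with irisin pre-treatment and 50.5 ± 9.96 CPM in MPTP treated mice, a log2 fold change of 0.14 (standard error 0.30, adjusted p = 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With delayed treatment it was at 64.8 ± 3.27 CPM with irisin and 50.1 ± 26.2 CPM without, a log2 fold change of 0.37 with a standard error of 0.49. The β5 integrin gene Itgb5 (ENSMUSG00000022817; chromosome 16, 33829665 to 33949338) was at 31.8 ± 0.535 against 37.0 ± 4.23 CPM with pre-treatment, a log2 fold change of −0.22 (standard error 0.10, unadjusted p = 0.0513, adjusted p = 0.805 from edgeR's test). With delayed treatment it was at 56.4 ± 5.84 against 56.3 ± 1.79 CPM, a log2 fold change of 0.00 that changed sign with the pseudocount and the scaling. Ptk2 (ENSMUSG00000022607; chromosome 15, from 73205102), which encodes focal adhesion kinase (FAK), was at 58.4 ± 3.23 against 64.4 ± 2.99 CPM with pre-treatment (log2 fold change −0.14, standard error 0.08, adjusted p = 0.926 from edgeR's test) and at 58.9 ± 1.92 against 64.1 ± 3.92 CPM with delayed treatment (log2 fold change −0.12, standard error 0.09). None of these differences had an adjusted p-value under 0.05 from edgeR's test. Jun (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222) had the largest statistic of the pathway and was the 1 pathway gene that passed with pre-treatment. It no longer passed in 1 of 3 alternatives. It was at 28.2 ± 0.764 against 45.0 ± 2.65 CPM, a log2 fold change of −0.67 (standard error 0.07, adjusted p = 0.0195 from edgeR's test). Ccnd2 and Bcar1 followed, with log2 fold changes of −0.37 (adjusted p = 0.447 from edgeR's test) and −0.25 (adjusted p = 0.537). Among the pathway genes that were higher, Egf (chromosome 3, 129677565 to 129755316) rose with pre-treatment from 1.96 ± 0.286 to 3.02 ± 0.390 CPM, a log2 fold change of 0.62 (standard error 0.19, adjusted p = 0.577 from edgeR's test). Vegfc and Egfr fell with pre-treatment, with log2 fold changes of −0.70 and −0.34. With delayed treatment, Thbs1 (chromosome 2, 118111876 to 118127133) was at 25.1 ± 18.2 against 5.33 ± 2.06 CPM, a log2 fold change of 2.24 with a standard error of 0.67, and the mice of its groups overlapped. Tnc (chromosome 4, 63959785 to 64020725) was at 15.0 ± 10.3 against 4.60 ± 0.320 CPM, a log2 fold change of 1.70 with a standard error of 0.49. Each of these 2 genes had an adjusted p of 1.00 from edgeR's test. Of the 11 pathway genes with an unadjusted p under 0.05 there, 4 were higher and 7 lower with irisin. Among the lower genes were Col6a1, Thbs3, Pik3cb, Src and Col6a2, with log2 fold changes of −0.51, −0.40, −0.53, −0.49 and −0.56.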

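For "PI3K-Akt signaling pathway", 34 of 314 genes had an unadjusted p under 0.05 with irisin pre-treatment where 23.4 were expected, an odds ratio of 1.55 (p = 0.0159, adjusted p = 0.320 from a one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Of the 34 genes, 5 were higher and 29 lower with irisin. With delayed treatment, 17 of 294 genes were under the threshold where 11.5 were expected, also an odds ratio of 1.55 (p = 0.0679, adjusted p = 0.690 from the same exact test), with 7 higher and 10 lower. The pathway ranked at places 14 and 30 by p. With fgsea its NES with pre-treatment was −1.52 (adjusted p = 0.00557, with a range from 0.00557 to 1 over the alternatives), lower with irisin, and its NES with delayed treatment was −1.33 (adjusted p = 0.138, with a range from 0.138 to 1). Without replicate 3 of the MPTP treated mice, the odds ratio with pre-treatment was below 1, at 0.966.
For "MAPK signaling pathway", 30 of 280 genes were under the threshold with pre-treatment where 20.8 were expected, an odds ratio of 1.53 (p = 0.0259, adjusted p = 0.358 from Fisher's exact test), with 6 higher and 24 lower with irisin. With delayed treatment, 18 of 264 genes were under it where 10.3 were expected, an odds ratio of 1.86 (p = 0.0149, adjusted p = 0.350 from Fisher's exact test), with 9 higher and 9 lower. The pathway ranked at places 22 and 13. With fgsea its NES was −1.86 with pre-treatment (adjusted p = 3.61e-05, with a range from 3.61e-05 to 0.966 over the alternatives), lower with irisin. With delayed treatment the NES was 1.38, higher with irisin (adjusted p = 0.115, with a range from 0.115 to 1).
Among all genes of the PI3K-Akt pathway, 0 had an adjusted p-value under 0.05 from edgeR's test in either experiment. In the MAPK pathway, 3 genes passed with pre-treatment (Hspa1b, Jun and Fos), each lower with irisin, and 0 with delayed treatment (18 at an unadjusted p under 0.05). Fos (ENSMUSG00000021250; chromosome 12 of GRCm38, 85473890 to 85477273) was at 8.10 ± 1.84 CPM (SD, n = 3) with irisin pre-treatment and 29.7 ± 1.60 CPM in MPTP treated mice, a log2 fold change of −1.88 (standard error 0.22, adjusted p = 0.0210 from edgeR's test). With delayed treatment Fos was at 37.9 ± 1.87 against 26.9 ± 3.44 CPM, a log2 fold change of 0.49 (standard error 0.14, unadjusted p = 0.00471, adjusted p = 1.00 from edgeR's test). The mean depth of irisin treated mice relative to MPTP treated mice was 0.04 on the log2 scale in the pre-treatment experiment and −0.27 in the delayed treatment experiment. Nr4a1 (ENSMUSG00000023034; chromosome 15, 101254269 to 101274795) was at 9.27 ± 1.60 against 20.7 ± 3.64 CPM with pre-treatment, a log2 fold change of −1.16 (standard error 0.21, adjusted p = 0.175 from edgeR's test). Dusp1 (ENSMUSG00000024190; chromosome 17, 26505590 to 26562128) was at 41.7 ± 8.88 against 20.8 ± 2.78 CPM with delayed treatment, a log2 fold change of 1.00 (standard error 0.19, adjusted p = 0.843 from edgeR's test). Efna1 rose with pre-treatment, with a log2 fold change of 0.82 (standard error 0.17, adjusted p = 0.258 from edgeR's test).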

To verify whether irisin could active aforementioned signaling pathways, we detected the activation of core molecules in PI3K-Akt signaling pathway and in ERK1/2 signaling pathway, since ERK1/2 signaling pathway acts as one of the most important part of MAPK pathway^45^. Compared with vehicle group, irisin could activate the phosphorylation of FAK, Akt and ERK1/2, indicating the increased activation levels of these pathways (Fig. 6g, h). Relatively, peripheral irisin restored the ratio of phospho-FAK (Tyr397) /FAK, phospho-Akt (Ser473) / Akt, and phospho-ERK1 (T202/Y204) + ERK2 (T185/Y187) /ERK1/2 (Fig. 6a–h) in MPTP-, MPP^+^- or rotenone-treated mice and SH-SY5Y cells. Interestingly, irisin did not change the expression and activation of AMP-activated protein kinase (AMPK), which regulated cell metabolism^26,46^. In a word, irisin could reactivate PI3K-Akt signaling pathway and MAPK signaling pathway in MPTP treated mice and toxins-treated SH-SY5Y cells.

**Fig. 6:**
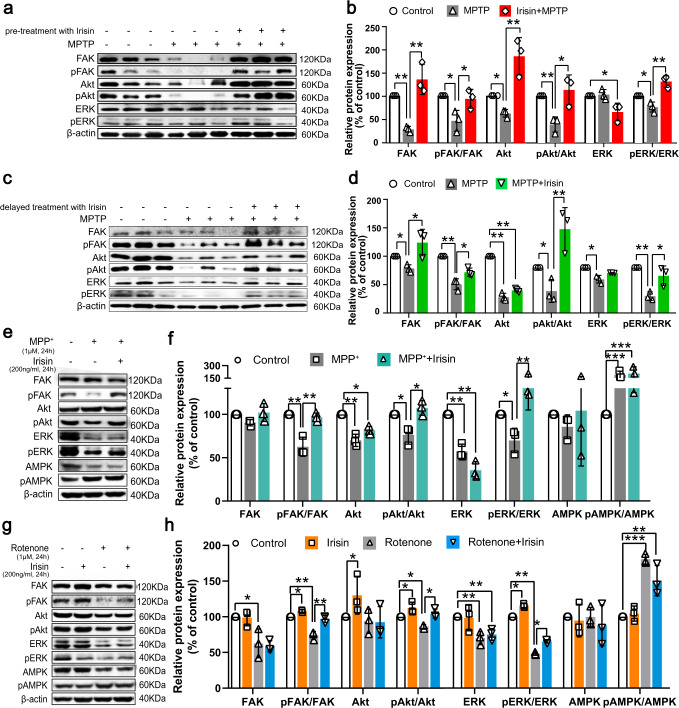
Irisin activate integrin receptor signaling pathway. **a**, **b** Western blot showing the quantification of the p-FAK/FAK ratio, p-Akt/Akt ratio, p-ERK/ERK ratio in each group of MPTP treated mice receiving pre-treatment with irisin. **c**, **d** Western blot showing the quantification of the p-FAK/FAK ratio, p-Akt/Akt ratio, p-ERK/ERK ratio in each group of MPTP treated mice receiving delayed treatment with irisin. **e**, **f** Western blot showing the quantification of the p-FAK/FAK ratio, p-Akt/Akt ratio, p-ERK/ERK ratio, and p-AMPK/AMPK ratio in each group of SH-SY5Y cells treated by irisin and MPP^+^. **g**, **h** Western blot showing the quantification of the p-FAK/FAK ratio, p-Akt/Akt ratio, p-ERK/ERK ratio, and p-AMPK/AMPK in each group of SH-SY5Y cells treated by irisin and rotenone. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

Although αV integrins were identified as receptors for irisin in bone and fat cells, numerous evidences revealed that irisin worked by directly targeting mitochondria^27,28^. Since the activation of integrin receptor signaling pathway (PI3K-Akt signaling pathway and MAPK signaling pathway) and the restoration of mitochondrial function appeared simultaneously in our research, it was necessary to clarify the relationships between them. To ensure the binding site of Irisin, we performed IF staining in SH-SY5Y cells treated by his-irisin in the presence or absence of Triton-X100 (0.2%, 15 min) to penetrate cell membrane. Then we did not observe His staining in triton-X 100-treated cells, but faint His staining could be observed in cells without triton-X 100 treatment (Fig. 7a, b). These results supported that exogenous irisin could not be transported in to cells. To further verify this point, we respectively detected levels of irisin in whole-cell, cytoplasm and nucleus (Fig. 7c, e). Because currently commercial FNDC5 antibody could not distinguish irisin and FNDC5, his-irisin was utilized to identify exogenous irisin, and exogenous irisin was observed in his-irisin-treated whole-cell rather than in cytoplasm and nucleus (Fig. 7d, f). In short, exogenous irisin could not be transported into cells to target mitochondria but target membrane. To ensure whether irisin combined with integrins αV receptors to act, we used iRGD peptide to block integrin αV complexes^47^. As shown in Fig. 10g, h, iRGD peptide notably restrained irisin-induced phos-phorylation of FAK, Akt, and ERK1/2 (Fig. 7g, h). In brief, exogenous irisin confers the aforementioned neuroprotection by binding to αV integrin receptors to activate signaling pathways rather than directly targeting mitochondria after transported into the cell.

**Fig. 7:**
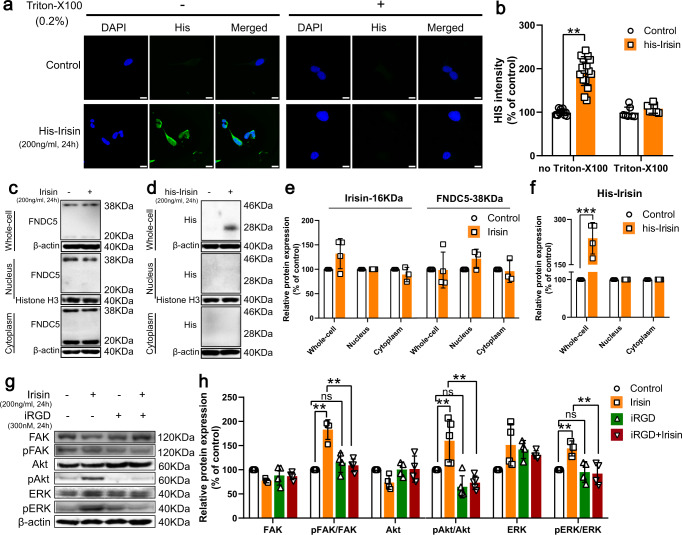
Irisin confers neuroprotection by binding to αV integrin receptors to activate signaling pathways rather than directly targeting mitochondria after transported into the cell. **a**, **b** Confocal image and relative quantitative analysis of cell coverslips showing his-flag expression in irisin-treated SH-SY5Y cell. Scale bar, 100 μm. **c**–**f** The SH-SY5Y cells were treated with irisin, his-irisin or control for 24 h. The cell lysates were analyzed by western blotting with the indicated antibodies. Data shows the quantification of irisin (**c**, **e**) or exogenous irisin (**d**, **f**) in whole-cell, cytoplasm and nucleus. **g**, **h** The SH-SY5Y cells were treated with irisin, iRGD peptides, or irisin and iRGD peptides for 24 h. The cell lysates were analyzed by western blotting with the indicated antibodies. Data shows the quantification of the p-FAK/FAK ratio, p-Akt / Akt ratio, p-ERK/ERK ratio. All data are presented as mean ± SEM (*n* ≥ 3). ns *p* > 0.05, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin prevents apoptosis and oxidative stress via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins

To explore the roles of these pathways, we utilized Akt inhibitor and ERK inhibitor to block irisin-induced pathway activation and selected suitable doses of inhibitors, which effectively inhibited irisin-induced recovery of Akt and ERK1/2 pathways in PD models induced by neurotoxins (Supplementary Fig. 4e–h) but did not disturb the cell viability and ROS level of SH-SY5Y cells (Supplementary Fig. 4a–d). As a result, Akt inhibitor and ERK inhibitor hindered irisin-induced inhibition of apoptosis in PD models induced by neurotoxins, which was reflected by the expression levels of MMP, Bcl-2, cleavage of casepase 3, and the ratio of Bcl-2/Bax (Fig. 8a–e, f–i). For oxidative stress, irisin-induced ROS suppression, DNA damage renovation and SOD activation were significantly thwarted by ERK inhibitor (Fig. 8d, j–l). Thus, irisin prevented apoptosis inducing by MPTP, MPP^+^ or rotenone via Akt and ERK signaling pathways, and suppressed oxidative stress via ERK signaling pathway in PD models induced by neurotoxins.

**Fig. 8:**
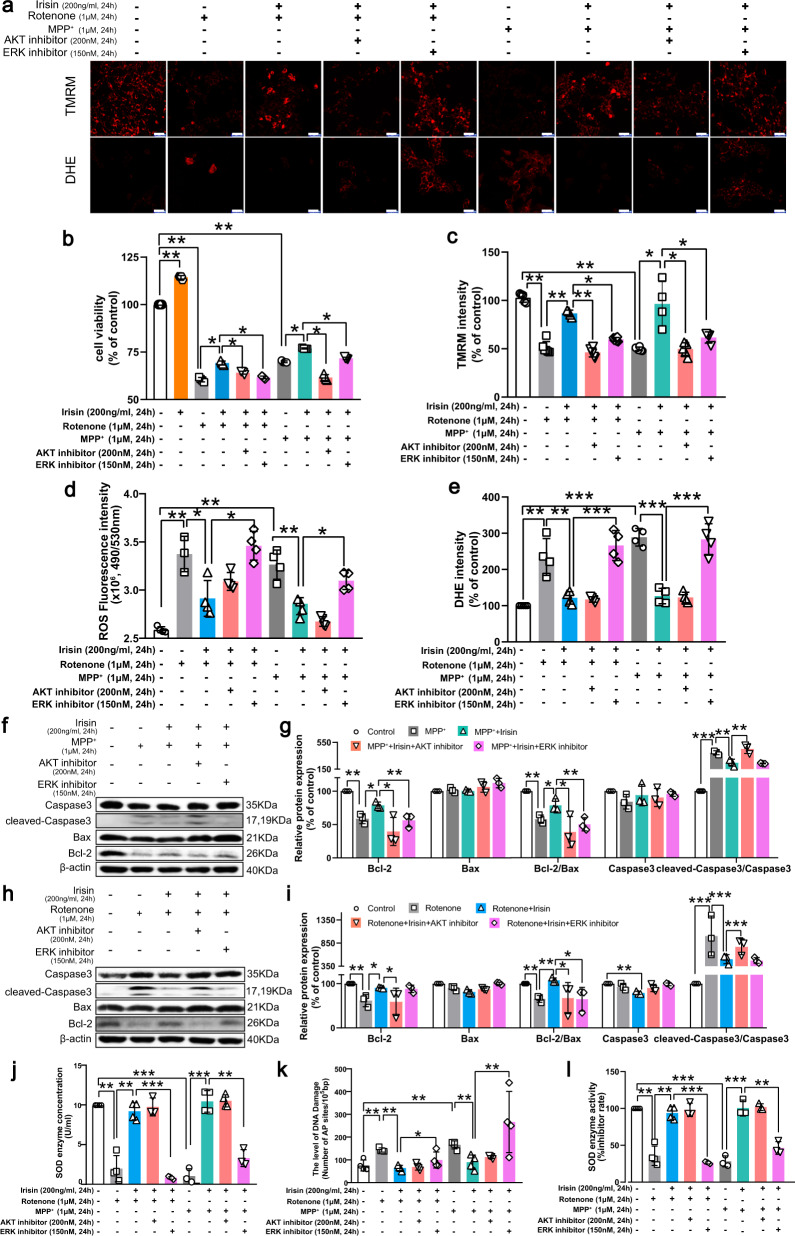
Irisin improves apoptosis and oxidative stress via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins. SH-SY5Y cells were seeded and incubated until 80% cell density. The cells were separately treated with vehicle, rotenone (1 μM, 24 h), MPP^+^ (1 μM, 24 h), the co-treatment of rotenone (1 μM, 24 h) and irisin (200 ng/ml, 24 h), the co-treatment of MPP^+^ (1 μM, 24 h) and irisin (200 ng/ml, 24 h), the co-treatment of Akt inhibitor (200 nM, 24 h) and rotenone (1 μM, 24 h) and irisin (200 ng/ml, 24 h), the co-treatment of ERK1/2 inhibitor (150 nM, 24 h) and rotenone (1 μM, 24 h) and irisin (200 ng/ml, 24 h), the co-treatment of AKT inhibitor (200 nM, 24 h) and MPP^+^ (1 μM, 24 h) and irisin (200 ng/ml, 24 h), the co-treatment of ERK1/2 inhibitor (150 nM, 24 h) and MPP^+^ (1 μM, 24 h) and irisin (200 ng/ml, 24 h). **a**, **c**, **e** Confocal image and relative quantitative analysis of cell coverslips stained by TMRM and DHE staining and its quantification showing MMP level and ROS level in various groups of in vitro experiments. **b** CCK8 assay showing cell viability in various groups of in vitro experiments. **d** DCFH-DA assay showing ROS level in various groups of in vitro experiments. **f**, **g** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in each group of SH-SY5Y cells treated by irisin, MPP^+^, Akt inhibitor and ERK1/2 inhibitor. **h**, **i** Western blot showing the quantification of cleaved-caspase3/caspase3 ratio, Bax, Bcl-2, and Bcl-2/Bax ratio in each group of SH-SY5Y cells treated by irisin, rotenone, Akt inhibitor and ERK1/2 inhibitor. **j**, **l** SOD enzyme activity and SOD enzyme concentration in various groups of in vitro experiments. **k** The level of AP sites in various groups of in vitro experiments. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin refreshes mitochondrial function via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins

To test whether Akt and ERK1/2 signaling pathway were sufficient to obstruct the irisin-caused reconstruction in mitochondrial function in PD models induced by neurotoxins, we evaluated mitochondrial function after co-treatment of neurotoxin, irisin and these two inhibitors. Consequently, Akt inhibitor could reduce the irisin-induced enhancement of NAD^+^/NADH ratio, ATP level and complex I activity (Fig. 9a–d). For mitochondrial biogenesis, Akt inhibitor and ERK inhibitor impeded the irisin-produced restoration of SIRT1, PGC-1α, NRF-2 and TFAM expression, and prevented the restoration of TOM20 expression (Fig. 9e–h). Additionally, the recovery of irisin on mtDNA copy number was hampered due to the use of Akt inhibitor and ERK inhibitor in PD models (Fig. 9b). Hence, irisin refreshed mitochondrial function via of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins.

**Fig. 9:**
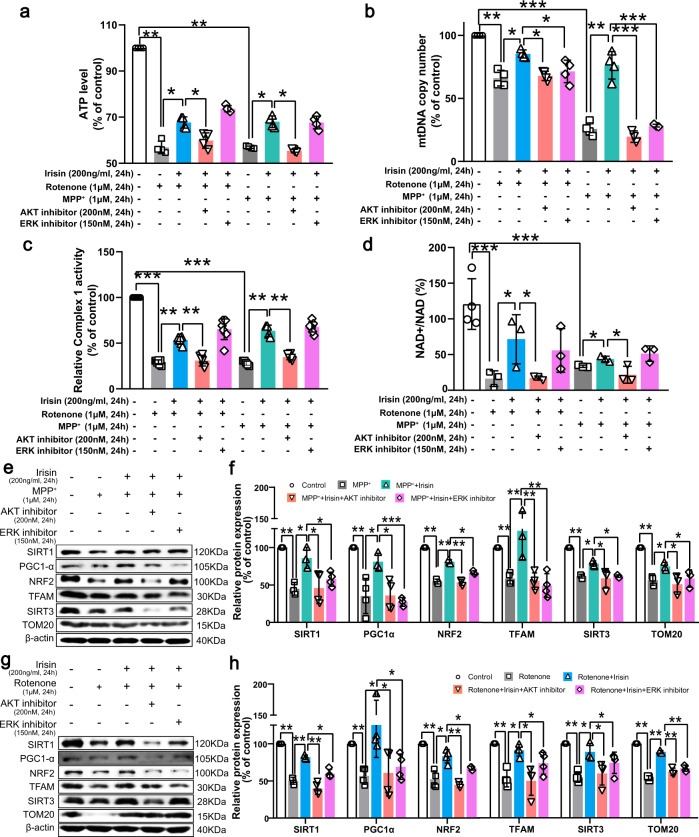
Irisin renews mitochondrial function via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins. **a** The ATP level in various groups of in vitro experiments. **b** mtDNA copy number in various groups of in vitro experiments. **c** Mitochondrial complex I activity in various groups of in vitro experiments. **d** NAD^+^/NADH ratio in various groups of in vitro experiments. **e**, **f** Western blot showing the quantification of SIRT1, PGC-1α, NRF-2, SIRT3, TFAM and TOM20 in each group of SH-SY5Y cells treated by irisin, MPP^+^, Akt inhibitor and ERK1/2 inhibitor. **g**, **h** Western blot showing the quantification of SIRT1, PGC-1α, NRF-2, SIRT3, TFAM and TOM20 in each group of SH-SY5Y cells treated by irisin, rotenone, Akt inhibitor and ERK1/2 inhibitor. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Irisin restores mitochondrial morphology via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins

To address how irisin regulate mitochondrial morphology, we further assessed whether irisin could stabilize mitochondrial morphology through Akt and ERK pathway in PD models induced by neurotoxins. According to mitoTracker results, the effect of irisin on decreasing mitochondrial fragmentation was abolished by Akt and ERK inhibitors (Fig. 10a–d). Due to the treatment of Akt inhibitor, molecules that regulate mitochondrial fusion, including OPA1, MFN1 and MFN2, remained in low expression levels in irisin-treated PD models (Fig. 10e–h). And, phosphorylation of DRP1 at Ser616 regulating by irisin to increase mitochondrial fission could maintain the damaged state in irisin-treated PD models because of the use of Akt and ERK inhibitor (Fig. 10e–h). In a word, irisin restores mitochondrial morphology via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins.

**Fig. 10:**
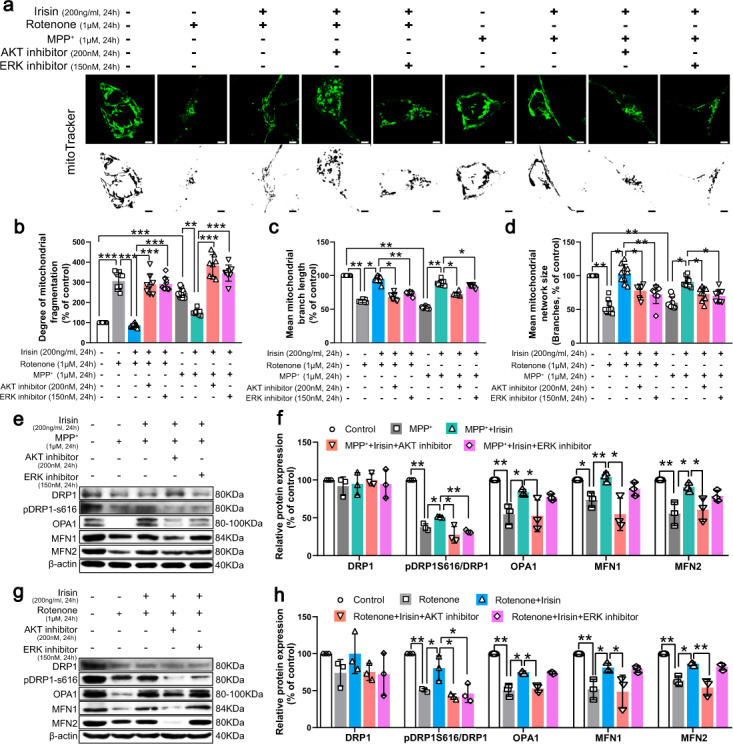
Irisin restores mitochondrial morphology via activation of Akt and ERK1/2 signaling pathways in PD models induced by neurotoxins. **a**–**d** Confocal image and relative quantitative analysis of cell coverslips stained by mitoTracker and its quantification showing mitochondrial fragmentation in various groups of in vitro experiments. Scale bar, 2 μm. **e**, **f** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, OPA1, MFN1and MFN2 in each group of SH-SY5Y cells treated by irisin, MPP^+^, Akt inhibitor and ERK1/2 inhibitor. **g**, **h** Western blot showing the quantification of DRP1, pDRP1-S616/DRP1 ratio, OPA1, MFN1and MFN2 in each group of SH-SY5Y cells treated by irisin, rotenone, Akt inhibitor and ERK1/2 inhibitor. All data are presented as mean ± SEM (*n* ≥ 3). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

## Discussion

In the present study, we showed that administration of exogenous irisin alleviated neuronal injury in PD models induced by neurotoxins. The potential mechanisms might be explained by the effect of irisin on improving mitochondrial function, promoting mitochondrial biogenesis and ATP synthesis, and alleviating oxidative stress. And exogenous irisin played a vital role in protecting mitochondria through Akt and ERK1/2 signaling pathway. Briefly, irisin may be a promising candidate for preventing or treating PD.

Firstly, we discovered that serum irisin levels in PD patients increased after regular exercise, and the increased levels of irisin had a positive correlation with the increase of BBS scores. More specifically, the exercise-induced increase in serum irisin levels was associated with ameliorated balance function which could reduce the risk of falls and postural instability, and improve the living quality of PD patients. Furthermore, elevation of circulating irisin levels by peripheral delivery (i.p.) of exogenous irisin could improve motor dysfunction and pathological injury of MPTP treated mice. The expression levels of BDNF in brains of MPTP treated mice with irisin pre-treatment was increased, but there was no change in MPTP treated mice with irisin delayed treatment. These results indicated that BDNF might not be the vital target by which irisin prevented neuronal damage in MPTP treated mice. In addition to TH-positive dopaminergic cells, we also detected and analyzed TUJ1-positive neurons, GFAP-positive astrocytes, OLIGO2-positive oligodendrocytes and IBA1-positive microglia in the midbrains of mice in each group. Remarkably, irisin could significantly reduce the activated IBA1-positive microglia in MPTP treated mice, suggesting that irisin could improve the inflammation in the brain of MPTP treated mice^29,48^. Actually, neuroinflammation is a well-established feature of PD and aggregated α-syn can induce microglia activation and inflammatory cytokine release much earlier than the occurrence of DA cell death. And reactive microglia could accelerate α-syn transmission to induce neurodegeneration^49,50^.

Mitochondrial dysfunction is a feature observed in both sporadic and monogenic PD^51,52^. Based on this view, classical animal models of PD induced by neurotoxins (MPTP, rotenone, and so on) that cause mitochondrial dysfunction have been developed. We also chose these models in our present study. These neurotoxins facilitate caspase activation leading to mitochondrial dysfunction, and activate cell apoptosis process. Here, we demonstrated that irisin inhibited mitochondria-dependent apoptosis induced by neurotoxins in models through increasing Bcl-2 level, and decreasing MMP level, as well as caspase-3 cleavage and activation.

One of the remarkable findings in the present study is that both pretreatment or treatment with exogenous irisin could increase mitochondrial complex I activity and promote mitochondrial biogenesis in PD models. Mitochondrial complex I to IV form the respiratory chain, which facilitates electron transfer and drives ATP synthesis^37,38,53^. Except complex II subunits that are all encoded by the nuclear genome, the remaining enzymes contain subunits of dual genetic origin, nuclear DNA-encoded subunits and mtDNA-encoded subunits^54^. Hence, impaired mtDNA copy number impacts biogenesis and function of mitochondrial complexes. Complex I dysfunctions are attributed to decreased catalytic activity and/or increased production of ROS^34,55^. When complex I is damaged, the mitochondrial NAD^+^/NADH ratio reduces. The use of irisin in PD models could improve mitochondrial complex I activity and mtDNA copy number, promote NAD^+^ regeneration and ATP synthesis^56^. Then the function of NAD^+^-dependent histone/protein deacetylases (sirtuins) is restored by concomitant increases in NAD^+^, like SIRT1. SIRT1 activates PGC-1α-mediated transcription of nuclear and mitochondrial genes encoding (TFAM, NRF1, NRF2) for proteins promoting mitochondria proliferation, oxidative phosphorylation and energy production^57–60^. And SIRT3 as a downstream target gene of PGC-1α mediates intracellular ROS production and stimulates mitochondrial biogenesis^61,62^.

Superoxide production by mitochondrial complex I is governed by NAD^+^/NADH ratio^56^. Under normal conditions, NAD^+^/NADH is high and superoxide production is low, but when NAD^+^/NADH reduces, superoxide production increases. A vicious cycle occurs in which oxidative damage of mitochondrial complex I decreases its activity, further stimulating superoxide production^63^. Our study found that irisin significantly decreased ROS level by regulating mitochondrial dysfunction and improving impaired anti-oxidant system, especially SOD activity. Furthermore, induced ROS accumulation could react with DNA to produce a myriad of cytotoxic and mutagenic base damage, like 8-oxoG and AP site. And we showed that irisin treatment not only avoided ROS-induced AP site, but also restored OGG1 that is the major enzyme for repairing 8-oxoG.

Mitochondria constantly undergo the balance of fusion and fission to maintain mitochondrial homeostasis^40,41^. The mitochondrial fusion in inner mitochondrial membrane is regulated by OPA1, whereas MFN1 and MFN2 is required for outer mitochondrial membrane fusion. Mitochondrial fission is controlled by protein level and phosphorylation modification of DRP1^64^. Phosphorylation of DRP1 at Ser616 increases mitochondrial fission, whereas phosphorylation at Ser637 reduces mitochondrial fission. Damaged mitochondria might be restored by the fusion with neighboring intact mitochondria via preserving a homogenous mitochondrial population and diluting DNA faults^65,66^. And mitochondrial fission also plays a necessary role in cell survival, by removing dysfunctional mitochondria, thus alleviating ROS accumulation and oxidative damage^67^.

Notably, we confirmed that irisin improved mitochondrial function through Akt and ERK1/2 signaling pathway in the present study. It is reported that irisin mediates its effects via αV integrin receptors and following FAK/Akt signaling pathway, whereas exogenous irisin could also target mitochondria in A549 cells and myocardial cell^17,27,28^. Hence, we further explored the way irisin exerted its effect. From our data, irisin could not be transported into the cells directly whereas it could bind to its receptor on membrane to activate downstream reactions.

Although our data identified peripheral irisin delivery as an effective approach to alleviate motor symptoms in PD, it remained undetermined whether benefits with exercise were irisin-dependent. Of note, our PD models based on neurotoxin could not accumulate large amounts of α-synuclein shortly, therefore whether irisin could specifically target the formation or removal of α-synuclein could not be determined. Furthermore, only retrospective data of PD patients provided in our study, prospective trials should be launched to further examine the effect of irisin on PD patients. Anyway, there is no denying the fact that irisin treatment was effective in PD models, which shed light on its application into human disease. In conclusion, peripherally delivered irisin appears to be a promising therapeutic approach for PD.

## Methods

### Study population

In this study, we included 23 patients with PD, who accepted exercise classes from June 2014 to December 2015 in Shanghai Tongji Hospital, Tongji University School of Medicine. The inclusion criteria were as follows: (i) recruited patients of PD were evaluated by neurologists using the United Kingdom Parkinson’s Disease Society Brain Bank clinical diagnostic criteria; (ii) patients were asked to follow the original medication dosage during the entire study; (iii) patients accomplished exercise twice a week for 12 weeks as described in the previous study;^68^ (iv) the effect of exercise on PD was assessed by Parkinson’s Disease Rating Scale Motor Examination (UPDRSIII), and the Berg Balance Scale (BBS); (v) assessment was completed by clinicians who were blinded to the mode of exercise intervention before and at the end of the 12th weeks; (vi) blood samples of patients in fasting state were collected by a standard procedure for RNA isolation before the start and 48–72 h after the completion of the 12-week training program, and serum samples that was isolated immediately were preserved for long-term storage at −80 °C^68^. The exclusion criteria were that patients had other medical conditions. Finally, the population included in the study were all from the clinical trial that was approved by the Ethics Committee of Tongji Hospital, performed in accordance with the Declaration of Helsinki, and was registered in the Chinese Clinical Trial Registry (ChiCTR-TRC-14004707, http://www.chictr.org.cn/showproj.aspx?proj=4866). Written informed consent was obtained from each participant.

### Animal model and tissue preparation

Male C57BL/6 mice were purchased from Shanghai SLAC Laboratory Animal Company. All animal experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the ethics committee for the use of experimental animals in Tongji University. Male mice (6–8 weeks old, weighing 20–30 g, 6–10 per group) were injected a daily intraperitoneal injection (i.p.) of MPTP (Sigma–Adrich, USA, M0896; 30 mg/kg weight), irisin (R&D, China, 8880-IR; 200 μg/kg weight), or vehicle treatment. The detailed treatment plans were showed in Fig. 1a, l. After behavioral tests and euthanasia, brain tissues of these mice were immediately collected, dehydrated by sucrose gradient and fixed by 4% paraformaldehyde, and were transferred to the optimal cutting temperature for long-term storage at −80 °C. According to the mouse brain atlas, striatal brain tissue between Bregma 1.25 mm and Bregma −1.00 mm was selected for serial section. The mesencephalic tissue between Bregma −3 mm and Bregma −4.75 mm was selected for serial section. The coronal section was sectioned as 10 µm sections on a cryostat (Leica CM3050) and kept on polylysine-coated slides at −80 °C. About 170 frozen brain sections were obtained from each mesencephalic tissue. For TH staining, one frozen brain section was taken every five frozen brain sections for stratified sampling. The complete unilateral substantia nigra region was visualized and captured under 10X eyepiece and 20X objective. Under this condition, TH (+) and Nissl (+) cells could be counted in the whole substantia nigra area. Instead of area sampling, the whole region was regarded as the region of interest. A total of 32–34 frozen brain sections were observed and counted for each mouse. Quantitative analysis was carried out according to the following formula: *N* = ∑Q / (h ∙ a ∙ ∑P), where N is TH (+) and Nissl (+) cell density (cells/mm^3^), Q is the number of TH positive cells in a region of interest, h is thickness of frozen brain sections (10 µm), a is the area of the region of interest and P is the number of the region of interest^69,70^. The mouse brains intended for cell lysis (3–4 per group) were transcardially perfused with ice-cold PBS, transferred to liquid nitrogen for long-term storage at −80 °C and further experiments.

### Behavioral tests

Motor functions were tested with rotarod tests and pole tests. These tests were performed according to previously published methods^71^. In rotarod tests, mice were trained at the speed of 4 RPM for 2 min, and then the Rota Rod was accelerated uniformly from 4 RPM to 40 RPM for the longest time of 4 min. The time and speed of the mice falling from the rotary bar were recorded. In pole tests, a wooden pole with a height of 50 cm and a diameter of 0.5 cm was used, which was wrapped with gauze to prevent skidding. Under the wooden pole was a base to keep balance, and there was a wooden ball on the top, about the size of a ping-pong ball. Mice were placed on a wooden pole and learned to crawl down. The total time for mice to climb from the top to the bottom of the wooden pole was recorded. The experiment was carried out three times independently, and the average value of the three times was taken as the experimental result.

### Cell culture and drug treatment

Human neuroblastoma SH-SY5Y cells were cultured in Dulbecco’s Modified Eagle’s Medium (Hyclone, USA) mixed with 10% fetal bovine serum (FBS, Gibco, USA) at 37 °C in a humidified incubator (Thermo Fisher Scientific, Wilmington, MA, USA) supplied with 5% CO_2_. Rotenone (Sigma–Adrich, USA, R8875) and 1-methyl-4-phenylpyridinium (MPP^+^; Sigma–Adrich, USA, D048) were dissolved in dimethyl sulfoxide (DMSO, Sigma–Adrich, USA, D2650, final concentration was 0.01%). These two toxins are widely used in PD researches because they can mimic certain pathological phenomena in PD, such as apoptosis, oxidative stress and mitochondrial dysfunction, etc^72,73^. Akt Inhibitor VIII, Isozyme-Selective, Akti-1/2 (200 nM, 24 h, CAS 612847-09-3, Santa Cruz), ERK Inhibitor II, FR180204 (150 nM, 24 h, CAS 865362-74-9, Santa Cruz), iRGD peptide (300 nM, 24 h, HY-PO122, MCE, USA), irisin (R&D, China, 8880-IR) and his-tagged irisin (his-irisin, Novoprotein, China, CM35) was dissolved in sterile PBS. Cells were treated with rotenone at the indicated time points and doses, as well as MPP^+^ and irisin (Supplementary Fig. 2a–e). Finally, the duration and time of reagents were determined (Rotenone: 1 μM, 24 h; MPP^+^: 1 μM, 24 h; and irisin: 200 ng//mL, 24 h). After being digested and washed with phosphate buffer saline (PBS), SH-SY5Y cells were subjected to further treatment and analysis.

### Enzyme-linked immunosorbent assay (ELISA)

Irisin level of human serum was detected using the corresponding kits (BioVision, USA, K4761) as follows: (1) 50 μL different standards and 50 μL diluted serum were in duplicate added into the 16-well strips that coated with irisin protein; (2) 50 μL Detection Antibody was added into each well, and the mixture was incubated for 1 h at 37 °C; (3) Wash Buffer was used to wash the strips and 100 μL diluted HRP Conjugated anti-rabbit IgG (HRP) was then added into each well to incubate for 1 h at 37 °C; (4) after washing, 100 μL TMB substrate solution was added into each well for the color reaction at room temperature in the dark for 20 min, and 100 μl Stop Solution was added to stop the reaction; (5) the Optical Density (OD) at 450 nm was measured in automated microplate reader (SpectraMax iD3).

### Immunofluorescent (IF) staining

Cultured cells on coverslips and frozen brain sections for IF were fixed with 4% paraformaldehyde in PBS for 15 min, washed with PBS three times, and then permeabilized in 0.1–0.3% Triton X-100 for 30–60 min or not. Then these sections were sequentially blocked with donkey serum (3%, 1 h), incubated with primary antibody (4 °C, 8 h), and incubated with secondary antibody at room temperature (26 °C, 1 h) and sealed by HistoMount (ThermoFisher, USA, 008030). Images were captured by fluorescence microscopy (OLYMPUS BX53) or confocal microscopy (Leica SP8). The mean intensity of fluorescence was measured using Image J software.

### Transmission electron microscopy (TEM)

For TEM morphological analysis, freshly cell pellets were fixed in 2.5% glutaraldehyde and FBS at 4 °C for 12 h. After being washed with phosphate Buffer three times, they were fixed with 1% osmium tetroxide for 2 h and dehydrated through a graded ethanol series at 4 °C. Finally, the samples were embedded in epoxy resin at 60 °C for 2 h. Ultrathin sections (70 nm) were assembled to a copper grid and observed using electron microscopy (Hitachi, Japan).

### Western blot analysis

Cultured cells and brain tissues were lysed with RIPA lysis buffer (Beyotime, China, P0013B) supplemented with protease inhibitor cocktail (Roche, Switzerland, 4693116001) and phosphatase inhibitor cocktail (Roche, Switzerland, 4906845001). BCA assay kits (Beyotime, China, P0010) were used to measure total protein concentrations. Then western blot analysis was performed according to previously published methods^71^. Related antibodies are listed in Supplementary Table 1. After being washed in 0.1% TBST three times, protein bands were activated by ECL Western Blotting Substrate kit (Merck Millipore, Alemanha, WBLUF0500) and protein signals were tested on the ImageQuant LAS 4000mini system. ImageJ software was applied for analyzing band density.

### Measurement of reactive oxygen species (ROS) level and cell viability

Briefly, cells were seeded in a 96-well microplate (1 × 10^4^ cells/well) and were cultured for 24 h. After treated with rotenone, MPP^+^ and irisin as previously described, the medium was replaced by CCK8 (DOJINDO, China, CK04, diluted 10 times in medium to use) or DCFH-DA (Jiancheng, China, E004, final concentration 10μm), followed by incubation at 37 °C for 4 h. Then the CCK8 level and DCFH-DA level were detected by automated microplate reader (SpectraMax iD3).

### Measurement of DNA damage abasic site (AP site), NAD^+^/NADH ratio, malondialdehyde (MDA) and superoxide dismutase (SOD) activity

After being treated with the indicated drugs, the cells were harvested, suspended in PBS and then fragmented with ultrasonic liquid processors (Sonicator4000). We tested AP site (DOJINDO, China, DK02) as follows: (1) the cell total DNA solution was isolated as template using DNeasy Blood and Tissue Kit (Qiagen, CA, 69504); (2) 10 μL DNA solution and 10 μL ARP solution were added into a tube to incubate at 37 °C for 1 h, and the ARP-labeled DNA was purified with a Filtration Tube; (3) 90 μL ARP-labeled DNA solution and 310 μL TE were added into a tube, then 60 μL the diluted solution or ARP-DNA Standard Solution were added into each well on 96-well plate, after which 100 μL DNA Binding Solution was added into each well for incubation at room temperature overnight; (4) after discarding the solution and washing the well, 150 μL diluted HRP-Streptavidin solution was added into each well to incubate at 37°C for 1 h; (5) after discarding the solution and washing the well, 100 μL Substrate Solution was added into each well to incubate at 37°C for 1 h; (6) the OD at 650 nm was measured on automated microplate reader (SpectraMax iD3), and the number of AP sites in the sample DNA were determined using a calibration curve. For NAD^+^/NADH ratio (BioVision, USA, K337-100), the levels of both NADt (total NAD^+^ and NADH) and NADH can be easily measured; the level of NAD^+^ can be easily calculated by subtracting NADH from NADt. For NADH measurement, samples were heated to 60 °C for 30 min to decompose NAD^+^ , and were cooled down on ice (this step is not necessary for measurement of total NAD^+^ /NADH). Then samples and standards were added into wells, and reaction mix was added into each well for 5-min incubation at room temp to convert NAD^+^ to NADH. NADH developer was added into each well to incubate for 4 h. Then the OD at 450 nm was measured in automated microplate reader (SpectraMax iD3). For MDA level (BioVision, USA, K739-100), 50 µL MDA standards or samples were added into wells of MDA Conjugate coated plate and were incubated for 10 min. 50 µL the diluted anti-MDA antibody was added into each well to incubate for 1 h. After washing, 100 µL diluted Secondary Antibody-HRP Conjugate was added into each well to incubate for 1 h. After washing again, 100 µL warm Substrate Solution was added into each well to incubate for 20 min, then 100 µL Stop Solution were added into each well to stop the enzyme reaction. The OD at 450 nm was measured immediately on automated microplate reader (SpectraMax iD3). For SOD activity (DOJINDO, China, S311), 20 μL standards, ultra-pure water or sample solution were respectively added into standard wells, control wells, or sample wells. Then 200 μL WST working solution was added into each well, after which 20 μL enzyme working solution was added into each well to incubate at 37 °C for 20 min. The OD at 450 nm was measured and determine SOD activity using a calibration curve.

### Measurement of Complex I activity and ATP levels

The cells in 96-well plate were firstly treated with the indicated drugs. For Complex I activity measurement (Abcam, USA, ab109721), detergent was initially added into each well to extract prepared samples loaded onto plate and to incubate for 3 h at room temperature. Then the plate wells were washed with Buffer, after which 200 µL Assay Solution was added to each well. We measured OD450 nm in kinetic mode by automated microplate reader (SpectraMax iD3) at room temperature for up to 30 min. For ATP levels measurement (Abcam, USA, ab113849), ATP standards were added into standard wells and media were added into control wells in the same plate containing cells to be analyzed. Detergent solution was then added into each well for 5-min incubation for cells lysis and ATP stabilization. And substrate solution was added into each well for 10-min incubation in darkness, and the luminescence was measured by automated microplate reader (SpectraMax iD3).

### Transferase-mediated deoxyuridine triphosphate-biotin nick end labeling (TUNEL) staining

After treatment, cells cultured on cover slips in 24-well dishes were fixed with 4% paraformaldehyde for 30 min, then washed three times with PBS before treatment with 0.1% Triton X-100 for 10 min for permeabilization. After washed, cells were incubated with the TUNEL reaction mixture as described in manufacturer’s instructions (TUNEL BrightRed Apoptosis Detection Kit, Vazyme Biotech Co., Ltd, A113), and nuclei were then stained with DAPI for 5 min. Images were captured by fluorescence microscopy (OLYMPUS BX53). The images were measured using Image J software.

### Dihydroethidium (DHE) staining

Frozen brain sections were washed with PBS three times and laid out to dry. Cultured cells in confocal dishes were also washed with PBS three times. Cells and tissues were incubated with DHE (5μm, Sigma, USA, D7008) at 37 °C for 30 min, then were washed three times. Images were captured by fluorescence microscopy (OLYMPUS BX53) or confocal microscopy (Leica SP8). The mean intensity of fluorescence was measured using Image J software.

### Measurement of mitochondrial membrane potential (MMP) and mitochondrial morphology

Mitochondrial membrane potential and mitochondrial morphology were evaluated by TMRM (Thermo Fisher, USA, T5428) and mitoTracker Green FM (Thermo Fisher, USA, M7514). After treatment, cells cultured in confocal dishes were incubated with TMRM (diluted 1000 times in medium to use) or mitoTracker Green (diluted to 200 nM in medium to use) at 37 °C in dark place for 30 min, then were washed three times with PBS. Images were captured by confocal microscopy (Leica SP8), and were analyzed using Image J software. Mitochondrial morphology was analyzed by MiNA plug-in in Image J software^74^, which could skeletonize and transform the mitochondrial network fluorescence images for structural analysis, including the number of mitochondria, the number of mitochondrial networks, the number of mitochondrial network branches and the average length. The results included Mitochondrial Individuals (Counts), Mitochondrial Networks (Counts), Mean Branch Length (Inches), Mean Network Size (Branches, Counts) and Network Size Standard Deviation. After the results were summarized, the measurement data were analyzed and processed (the experiment was repeated for 3 times in each group, 2-3 dishes each time, and 8-10 cells were observed in each dish).

### Analysis of mtDNA copy number

The cell total DNA was isolated as template using DNeasy Blood and Tissue Kit (Qiagen, CA, 69504) and were analyzed by quantitative polymerase chain reaction (qPCR) using AceQ qPCR SYBR Green Master Mix (Vazyme Biotech Co., Ltd, Q111). mtDNA copy number was determined as the copy number of mtDNA encoded mtND1 and the normalized contrast was determined as the copy number of the nuclear encoded NDUFV1 gene. The proteins encoded by mtND1 and NDUFV1 are subunits of mitochondrial complex I. The primers were synthesized by GENEWIZ (Nanjing, China) as follow: mtND1: Forward 5'-TCCTGCCATCATGACCCTTG-3', Reverse 5'- CTGCGGCGTATTCGATGTTG -3'; NDUFV1: Forward 5'- TAGGAGCTTCACCGTGGGAG -3', Reverse 5'- TTGCCAATCAGACCTGCCTC -3'. The relative levels were calculated by the Comparative-Ct Method (ΔΔCt).

### RNA-Sequencing and analysis

For bulk RNA sequencing, the fresh brain tissue of mice was collected after perfusing. Nigral tissues were manually extracted and instantly froze in liquid nitrogen. All samples were subjected to RNA-seq by the LC Bio (Zhejiang, China) and data analysis. The libraries were sequenced on Illumina NovaSeq 6000. Gene read counts were calculated with featureCounts. Downstream analysis was performed within the R environment.

### Statistical analysis

All data are presented as mean ± standard deviation (SD). Each experiment was replicated at least three times. Data visualization and analysis were performed with GraphPad Prism 8 (GraphPad Software Inc., La Jolla, CA, USA) and SPSS 20.0 (SPSS Inc., Chicago, Illinois, USA). Statistical analysis was performed using a two-tailed paired *t*-test, a two-tailed student’s *t*-test or a two-tailed one-way ANOVA. For the data that meet homoscedasticity or meet homoscedasticity after Log change, one-way ANOVA was used for comparison of population means, and Tukey test was used for multiple comparison. For the data that could not meet homoscedasticity, Dunnett T3 test was used for multiple comparison. Significant difference was assessed as ns *p* > 0.05, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary materials

Reporting Summary

## Data Availability

RNA-Seq datasets generated here are uploaded to NCBI Gene Expression Omnibus (GEO) database (GSE number: GSE214542). All blots were processed in parallel and derive from the same experiment. Extra data are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

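RNA-seq was analysed for 21 mice in 7 groups of 3, from a pre-treatment experiment with 9 mice and a delayed treatment experiment with 12 mice. The authors counted reads on genes with featureCounts and deposited the raw count of every gene in every mouse, which was the unit of all main tests. The authors also deposited FPKM values beside the counts. These FPKM values follow from the counts, since the gene length they imply differed between mice by a median SD of 0.00073 on the log2 scale, and they were used for alternatives only. A value of 0 FPKM is written as 0 in the table of the pre-treatment experiment and as 0.0001 in that of the delayed treatment experiment. The paper names gene set enrichment analysis (GSEA), and its text does not name the aligner, the annotation, the use of strand in counting, the tool, ranking and gene sets of GSEA, or the method behind its KEGG pathways. The tables give GO and KEGG terms beside each gene, with GO terms for 18063 and 21922 genes and KEGG terms for 7016 and 6917 genes of the pre-treatment and the delayed treatment experiment.
Mice were grouped by the sample labels, whose replicate numbers also gave the pairing used where the replicate number was fitted as a block. Same-numbered mice of different groups were different animals. No pair of mice within a group had counts that differed by less than the sampling noise, the smallest chi-square per gene over 21 pairs being 37.5. The total count per mouse had a median of 69.8 M (mega) in the pre-treatment experiment and 55.4 M in the delayed treatment experiment. Mitochondrial genes took 10.6 to 12.9% of the counts in the pre-treatment experiment and 7.65 to 9.50% in the delayed treatment experiment, and the 10 genes with the most counts took 9.92 to 12.0% and 7.59 to 9.39%. TMM factors were 0.972 to 1.01 and 0.984 to 1.02.
The counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a least count of 10 and a least total count of 15, TMM scaling, quasi-likelihood test, two-sided) in 5 comparisons. These were each irisin group against MPTP treated mice, MPTP treated mice against control mice in each experiment, and irisin alone against control mice. All groups of an experiment were in one fit, and the experiments were never fitted together. P-values were adjusted with the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic. GO terms with 10 to 500 tested genes were tested with fgsea 1.28.0 (multilevel, exponent 1, seed 1, eps 1e-10, 10000 simple permutations, two-sided) on the signed square root of edgeR's F statistic. The design set before the data were examined named the statistic of limma for this ranking, and edgeR's was used since the tables hold counts. KEGG pathways were tested with a one-sided Fisher's exact test. GO terms were used as written in the tables, without adding the genes of child terms, except in an added alternative that joined 16 terms.
Genes were named in the text by a rule set together with that design. The rule took the 39 genes that the paper names and RNA-seq measures, 7 markers of dopaminergic neurons, the 5 genes with the largest change in each comparison among those past the threshold without overlap between the groups, and in each gene set discussed the 5 genes with the largest and the 5 with the smallest statistic. Some genes that this rule selects are not reported here.
The alternatives were a pseudocount of 0.1 in place of 1 and quantile normalization for limma 3.58.1 on log2 FPKM, all genes with any count, genes with a mean FPKM of at least 1, median ratio scaling, only the 2 compared groups in the fit, the replicate number as a block, DESeq2 1.42.0 without a filter on low counts, an unadjusted p under 0.05 with at least 2-fold change, leaving out each mouse in turn, ranking by log2 fold change, camera with an inter-gene correlation of 0.01, fgsea with exponent 0, other gene lists and backgrounds for the KEGG pathways, and Pearson's correlation. Chosen after seeing the data were limma on log2(FPKM + 1), a ranking by the ratio of mean FPKM with zeros as 0.0001, and the joined NAD(P)H terms. Fold changes on the log2(FPKM + pseudocount) scale understate the change of low genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for permutation tests.
The steps were tested on simulated counts with 200 changed genes. edgeR recovered 135 of the 200 (67.5%) among 22090 genes modelled on the pre-treatment experiment, with 11 false calls (7.53%), and 158 (79%) among 21374 genes modelled on the delayed treatment experiment, with 10 false calls (5.95%). DESeq2 without a filter recovered 167 and 172 of the 200, and gave 28.3% false calls among 33471 genes and 23.6% among 33127 genes. fgsea and the over-representation test each found the planted gene set and 0 of the other 200 of the 201 sets. Simulated genes varied independently, and the other sets were drawn at random from unchanged genes. The 0 therefore does not show how often real gene sets, whose genes can vary together, pass without a real change.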

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

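All tests in this part were chosen after the result was seen, apart from the test on Nnt.
In the delayed treatment experiment, the control mice stood apart from the other 9 mice, a comparison the paper does not report. With the control mice against the other 3 groups together, 62 genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 22 higher and 40 lower in control mice. They include 25 of the 29 genes that passed between MPTP treated and control mice. Of 64 choices of 3 mice with different replicate numbers, 1 gave as many genes, the real one, and the others gave 0 to 7 with a median of 1. An effect of MPTP that the pre-treatment experiment would share was tested there on 58 genes, those tested there among the 61 genes in which no control mouse overlapped the other 9. Of these, 0 had an adjusted p-value under 0.05 between MPTP treated and control mice and 6 had an unadjusted p under 0.05, all 6 in the same direction. Their median size of change was 0.11 on the log2 scale against 0.78 in the delayed treatment experiment, and 40 of 58 had the same direction. The time from MPTP to sacrifice was shorter in the pre-treatment experiment, so this cannot exclude a later effect of MPTP. For 22 of the 62 genes the difference from control mice also passed with irisin alone, in mice given no MPTP. For these 22 genes that argues against MPTP as the only cause. A substrain difference at Nnt, a gene that differs between C57BL/6 substrains, was tested by its expression. The 9 other mice had 27.8 to 49.2 CPM of Nnt and the control mice 42.5 to 50.3 CPM, and 6 of the 9 were within the range of the control mice. This covers only the count of the whole Nnt gene, so a substrain difference within Nnt or at other genes is not ruled out. Depth was 52.3 M in control mice and 58.4 M in the others on average, a log2 ratio of −0.15 (exact permutation test over 220 choices, two-sided, p = 0.186).
An inherited difference in a genome segment was tested by position. Leaving mitochondrial genes aside, 58 of the 62 genes were placed, and 10 of them lay in one window of 1 Mb on chromosome 4 of GRCm38 (41893388 to 42613253), where 27 genes were tested. Among 10000 random lists the highest number was 4 (permutation test, p = 0.0001, the smallest they can give). All 10 were lower in control mice, and they are near-identical multicopy genes between which the authors' counting could have split or dropped reads. Gm10591, for example, had a count of 0 in all 3 control mice and 1.31 to 3.33 CPM in the other 9. With this window left out, the highest number was 2 of 48 genes, which 8219 of the 10000 random lists also reached. The window was chosen by the genes that form the pattern, so for these 10 genes an inherited difference in a segment cannot be told apart from other causes. The other 48 genes did not gather in a window more than random lists, which argues against 1 shared segment for them. Separate differences in several segments are not ruled out by this. Wdfy1 was at 73.8 to 79.7 CPM in control mice and 19.2 to 24.7 CPM in the others. As a hypothesis, a difference between the control mice and the rest that does not depend on MPTP, such as origin or handling, may contribute to the delayed comparison of MPTP treated with control mice. The labels and the paper give no litter, cage or batch with which to test it.
Irisin alone against control mice, which the paper's RNA-seq results do not discuss, gave 24 genes with an adjusted p-value under 0.05 (18 higher, 6 lower). Of these, 22 are among the 62 genes above, and 18 also passed between MPTP treated and control mice, all 18 in the same direction. Of the 10 splits of the control mice and the irisin treated mice, 4 part all same-numbered mice, and 1 of the 4, the real one, gave as many genes (the others gave 0 to 4). With 4 splits the share cannot be below 0.05. Since both comparisons use the same 3 control mice, a response to irisin cannot be told apart from a difference of the control mice.
Lists of marker genes changed in opposite directions with irisin in the 2 experiments. The immediate early list (Fos, Fosb, Egr1, Egr2, Arc, Npas4, Junb and Nr4a1) changed by a mean of −0.74 on the log2 scale with pre-treatment and 0.20 with delayed treatment, a difference of 0.94 (exact permutation test, two-sided, p = 0.02, adjusted p = 0.28 with Benjamini-Hochberg adjustment over 16 lists). With pre-treatment all 3 irisin treated mice lay below all 3 MPTP treated mice and 8 of 8 genes were lower, and with delayed treatment 5 of 8 genes were higher. The blood list (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2) changed by −0.91 and 0.37, a difference of 1.28 (exact permutation test, two-sided, p = 0.035, adjusted p = 0.28), and with pre-treatment its 3 irisin treated mice also lay below the 3 MPTP treated mice. Neither difference passed the adjustment. Tissue from the forebrain or the striatum was tested as an explanation of the immediate early genes by the same difference for lists of their markers, which gave p = 0.7 and p = 0.08 (exact permutation test). The depth of the irisin treated mice relative to MPTP treated mice also differed between the experiments (p = 0.025, exact permutation test), being 0.04 on the log2 scale in the pre-treatment experiment and −0.27 in the delayed treatment experiment. Both lists fell in the pre-treatment experiment, where depth hardly differed, so depth is not an explanation of that fall, and it remains one only for the smaller changes with delayed treatment. Differences between mice in handling or in how completely blood was removed were not tested. No biological explanation was tested beyond the treatments themselves.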

How the results depend on the processing

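No test in this part was chosen after the result was seen, apart from the alternatives named as added. Over the alternatives that were run, 186 of 261 values that answer a comparison kept their direction and side of the threshold or stayed within 1.5 times of a count, 59 moved further, 3 passed the threshold and 13 reversed. For single named genes 116 of 121 were the same, 3 no longer passed and 2 reversed. The 3 were Jun and Fos with irisin pre-treatment, and Klf4 between MPTP treated and control mice of the pre-treatment experiment. Each of them no longer passed in 1 of 3 alternatives. For the changes below, the cause was not tested.
Counts of genes are given for irisin pre-treatment, delayed irisin treatment, MPTP against control in the pre-treatment and in the delayed treatment experiment, and irisin alone, in this order (16, 1, 5, 29 and 24 genes with edgeR and an adjusted p-value under 0.05). An unadjusted p under 0.05 with at least 2-fold change gave 314, 279, 316, 391 and 384 genes. DESeq2 without a filter gave 158 (58 higher, 100 lower), 25 (15 higher, 10 lower), 82 (52 higher, 30 lower), 151 (88 higher, 63 lower) and 116 (74 higher, 42 lower), against 3 higher and 13 lower, 1 and 0, 4 and 1, 20 and 9, and 18 and 6 with edgeR. In the simulated counts DESeq2 without a filter made more false calls than edgeR and also recovered more of the changed genes. Quantile normalization gave 11 higher and 6 lower genes for irisin alone. With only the 2 compared groups in the fit, 9 genes passed with delayed irisin treatment, 10 and 10 between MPTP treated and control mice and 14 with irisin alone. With all genes with any count, 2 passed with delayed treatment (Larp1 and Lpcat1, the latter named after its values were seen). limma on log2(FPKM + 1), added after seeing the data, gave 19 genes between MPTP treated and control mice in the delayed treatment experiment. Fits that each left out one mouse gave 10 to 26, 1 to 7, 7 to 17, 16 to 35 and 16 to 29 genes. Larp1 passed with delayed treatment in each of these settings.
With the replicate number as a block, 8 genes passed with irisin pre-treatment, 1 with delayed treatment, 2 and 17 between MPTP treated and control mice and 14 with irisin alone, and 70 and 12 GO terms passed with pre-treatment and delayed treatment. The NES of "oxidoreductase activity, acting on NAD(P)H" was 1.05 and −1.22 with the block. Same-numbered mice did not deviate together, with a mean correlation between −0.0501 and 0.0471 over the 5 comparisons.
For GO terms with irisin pre-treatment (91 terms), limma gave 47 with a pseudocount of 0.1, 46 with quantile normalization and 54 on log2(FPKM + 1), the last added after seeing the data. camera gave 42 and fgsea with exponent 0 gave 40. Ranking by log2 fold change gave 0 (203 at an unadjusted p under 0.05), with all genes with any count 0 (172), and by the ratio of mean FPKM with zeros as 0.0001, added after seeing the data, 0 (125). With delayed treatment (18 terms), the same 3 rankings gave 4, 5 and 5 terms, camera gave 2 and exponent 0 gave 41. Leaving out one mouse gave 41 to 91 and 2 to 48 terms. The number of terms with the same sign in both experiments (0) became 1 with exponent 0 and was 0 to 1 across the fits that left out one mouse, 3 of which gave 1. These terms were "collagen-containing extracellular matrix" without replicate 1 of the MPTP treated mice in the pre-treatment experiment, and "sterol biosynthetic process" without replicate 2 of either group in the delayed treatment experiment.
The NES of "oxidoreductase activity, acting on NAD(P)H" with delayed treatment reversed to 0.399 with ranking by log2 fold change, 0.470 with all genes with any count and 0.478 with the added ranking by the ratio of mean FPKM. Leaving out one mouse gave 0.766 to 1.26 with pre-treatment and −1.41 to −0.976 with delayed treatment. With the genes of child terms, added after seeing the data, it was 1.46 with pre-treatment (unadjusted p = 0.0209, adjusted p = 0.225 from fgsea with Benjamini-Hochberg adjustment, with a range from 0.225 to 1 over the alternatives) and −1.18 with delayed treatment (unadjusted p = 0.183, adjusted p = 0.705, with a range from 0.405 to 1). With these genes and the added ranking by the ratio of mean FPKM, it was 1.02 with pre-treatment and 0.712 with delayed treatment.
For KEGG pathways with pre-treatment, fgsea gave an NES of −1.71 for focal adhesion, −1.52 for PI3K-Akt and −1.86 for MAPK. The odds ratio reversed to 0 for focal adhesion with the list of at least 2-fold change, and to 0 for PI3K-Akt with the list by adjusted p, which raised it to 5.34 for focal adhesion and 16.2 for MAPK. The list by adjusted p gave no value with delayed treatment, since Larp1 has no KEGG term. Leaving out one mouse gave odds ratios of 0.834 to 1.72, 0.966 to 1.89 and 1.31 to 2.02 with pre-treatment and of 1.08 to 2.03, 1.06 to 1.88 and 1.18 to 2.14 with delayed treatment.
The correlation of irisin effects between the experiments (Spearman 0.0015) reversed to −0.0264 with Pearson's correlation, −0.00599 with a mean FPKM of at least 1 and −4.72e-08 with quantile normalization, and was −0.0314 to 0.0368 without one mouse. Itgb5 with delayed treatment reversed to −0.0102 with a pseudocount of 0.1 and −0.00299 with quantile normalization. Depth limits low genes most, and at a count of 3 or less in all mice of a group no fold change was given.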

Differences from the paper's values

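No tests were chosen after the result was seen in this part. For the term "oxidoreductase activity, acting on NAD(P)H", the paper's enrichment score is about 0.61 in Fig. 4a, read by eye, with irisin pre-treatment, and the value here was 0.410 (jackknife standard error over the mice 0.107). With delayed treatment the paper's score is about 0.73 in Fig. 4b, read by eye, and the value here was −0.531 (jackknife standard error 0.139), with the genes of the term lower with irisin. The panels are headed with the MPTP group against the irisin group, without saying for which group a score is positive, so it is not known which sign differs. Both of the paper's scores are positive under the same order of groups, and the main values here have opposite signs. With the same convention in both panels, the sign of the main value therefore differs in 1 of them. Ranking by log2 fold change gave positive scores in both experiments (0.410 and 0.200). So did the same ranking of all genes with any count (0.324 and 0.262). With a positive score read as higher with irisin, none of the alternatives set before the data were examined closed either gap. They gave 0.154 to 0.480 with pre-treatment, the highest without replicate 3 of the irisin pre-treated mice, and −0.663 to 0.262 with delayed treatment. With the opposite reading, −0.663 (quantile normalization) would be close in size to 0.73, and the gap with pre-treatment would be wider.
The paper states that pathways associated with NADH overlapped between the experiments. Its lists in Supplementary Fig. 3 were not at hand, and its text gives no threshold for a pathway. The terms it counted could therefore not be compared one by one. Here, none of the GO terms with NAD, NADH or NADP in their name passed an adjusted p of 0.05 from fgsea in either experiment (0 of 16 and 0 of 18, with 0 and 1 at an unadjusted p under 0.05). Of all settings that were run, 1 brought such a term past 0.05, leaving out replicate 2 of the MPTP treated mice in the delayed treatment experiment, where "NAD binding" had an NES of −1.91, lower with irisin.
The paper states that the focal adhesion, PI3K-Akt and MAPK pathways were enriched. The values and directions behind this, in Supplementary Fig. 3, were not at hand. By over-representation here, none of these had an adjusted p-value under 0.05 in either experiment from a one-sided Fisher's exact test with Benjamini-Hochberg adjustment, and PI3K-Akt (p = 0.0159) and MAPK (p = 0.0259) with pre-treatment and MAPK with delayed treatment (p = 0.0149) had an unadjusted p under 0.05. With fgsea in its place, all 3 pathways passed with pre-treatment, with an NES of −1.71, −1.52 and −1.86, lower with irisin, and none passed with delayed treatment. The GO term "focal adhesion" passed with pre-treatment, and in both experiments with fgsea exponent 0, lower with irisin.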

Other observations

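All tests in this part were chosen after the result was seen, apart from those on 3' untranslated regions and on overlapping genes.
Each comparison of 3 mice with 3 has 10 splits of the mice, of which 4 part all same-numbered mice, so that the share of splits with a result as large as the real one cannot be below 0.05. With irisin pre-treatment, 1 of the 4 splits gave as many genes with an adjusted p-value under 0.05, the real one (16 genes, against 1 to 4 in the others), and 1 gave as many GO terms (91, against 6 to 23). For the NES of "oxidoreductase activity, acting on NAD(P)H" it was 1 of 4, and for the odds ratios it was 3 for focal adhesion, 2 for PI3K-Akt and 1 for MAPK. With delayed treatment, 3 of the 4 splits gave as many genes (1 gene, against 0 to 2) and 4 of 4 gave as many GO terms (18, against 41 to 91). The NAD(P)H term had 1 of 4, focal adhesion 2, PI3K-Akt 2 and MAPK 1. Between MPTP treated and control mice it was 1 of 4 in the pre-treatment experiment (5 genes, against 1 to 4) and 1 of 4 in the delayed treatment experiment (29 genes, against 0 to 1). The 6 other splits, which part fewer same-numbered mice, gave at most 6 genes with irisin pre-treatment, 2 with delayed treatment, and 8 and 2 between MPTP treated and control mice. They gave as many genes as the real split in 2 of 6 splits with delayed treatment and in 1 of 6 between MPTP treated and control mice of the pre-treatment experiment, and as many GO terms in 2 of 6 with delayed treatment (up to 131). For the NAD(P)H term, 2 of the 6 had an NES as large with pre-treatment (up to 1.38 in size) and 1 of the 6 with delayed treatment (up to 1.44). The odds ratio was as large in 1 of the 6 for PI3K-Akt with pre-treatment (1.85), and in 2 for focal adhesion (up to 1.66) and 1 for MAPK (2.18) with delayed treatment.
The irisin effects of the 2 experiments were hardly related across 21153 genes (Spearman 0.0015), and genes are not independent replicates. Of 16 pairs of splits, 15 gave a correlation at least as large in size. The count of GO terms with the same sign in both experiments was 0 in the real pair, so that all 16 pairs had to give at least as many and the comparison shows nothing about chance, and the others gave 0 to 8.
Between MPTP treated and control mice, 5 genes passed in the pre-treatment experiment (among them Klf4, Snrnp35, Isca1 and Mxd4; 1365 at an unadjusted p under 0.05) and 29 in the delayed treatment experiment (1826 at an unadjusted p under 0.05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They shared 0 genes, and 129 genes had an unadjusted p under 0.05 in both, 96 of them in the same direction. The groups did not overlap in 11.6% and 16.2% of genes, where chance gives 10%. Klf4, Isca1 and Snrnp35 also passed with irisin pre-treatment, in the opposite direction, and the 3 MPTP treated mice are in both comparisons. Larp1 was lower in MPTP treated mice of the delayed treatment experiment (log2 fold change −1.08, adjusted p = 6.56e-05) and higher with irisin, again against the same 3 mice.
RNA of dopaminergic markers was tested because MPTP damages these neurons. Over both experiments, the list of 10 markers changed by a mean of −0.30 on the log2 scale between MPTP treated and control mice (exact permutation test, two-sided, p = 0.095, adjusted p = 0.971 over 16 lists), with 5 of 10 genes lower in the pre-treatment experiment and 10 of 10 in the delayed treatment experiment. With irisin it changed by −0.19 (p = 0.16, same exact test), with 9 of 10 genes lower with pre-treatment and 7 of 10 with delayed treatment, and neither change passed the test. Slc6a3 (chromosome 13 of GRCm38, 73536747 to 73578672) averaged 89.9, 56.3 and 30.4 CPM in control, MPTP treated and irisin pre-treated mice, and 65.5, 31.0 and 26.2 CPM in control, MPTP treated and delayed irisin treated mice. Its mean change with MPTP over both experiments was −0.93 (p = 0.01, adjusted p = 0.09, exact permutation test). Th (chromosome 7, 142892752 to 142931128) averaged 46.5, 39.1 and 26.7 CPM and 57.8, 36.2 and 34.8 CPM in the same groups. In the delayed treatment experiment, the mean log2(CPM + 1) of the list was 4.95 to 5.10 in control mice, 4.87 to 4.96 with irisin alone and 4.35 to 4.68 in the 6 mice given MPTP, with or without irisin. RNA of whole tissue does not count neurons.
Of the 39 genes the paper names, 0 had an adjusted p-value under 0.05 over all genes in any comparison. With irisin pre-treatment 3 had an unadjusted p under 0.05 (Fndc5 −0.14, Prkaa2 −0.20 and Bcl2 −0.27 on the log2 scale) and with delayed treatment 2 (Tfam 0.15 and Nrf1 −0.50). Adjusted over the 39 genes alone, 0 passed with irisin in either experiment. Between MPTP treated and control mice of the delayed treatment experiment, 7 had an unadjusted p under 0.05 and 4 passed over the 39 genes alone, which were Th (−0.68), Nrf1 (0.78), Mfn2 (0.21) and mt-Nd1 (−0.31). Of 2 such genes in the pre-treatment experiment and 8 with irisin alone, 0 passed over the list.
Some genes fell on 2 separate levels between mice, with a gap of at least 0.6 on the log2 scale and an SD of at most 0.2 within each level. There were 270 of 11334 genes in the pre-treatment experiment, where simulated noise between mice gave 15, and 218 of 11411 in the delayed treatment experiment, where it gave 2. Among 11034 genes in both, 76 were shared where 5.21 were expected (odds ratio 30.4, Fisher's exact test, p = 3.37e-70). Their longest 3' untranslated region had a median of 2451 bases against 1522 in other genes (permutation test, p = 1e-05, the smallest it can give), and 31.3% against 25.1% overlapped a gene on the same strand (odds ratio 1.36, Fisher's exact test, p = 0.00554). A candidate explanation is that library preparation or counting captured part of these genes in some mice only, and an inherited difference between mice was not tested. Of the genes that passed in a comparison, Btg2, Isca1, Ralgps2, Snrnp35 and Yipf6 are on 2 levels in the pre-treatment experiment, and Isca1, Larp1, Lpcat1, Wdfy1 and Zkscan3 in the delayed treatment experiment, named after their values were seen. Where the levels follow the groups compared, as for Wdfy1, whose levels part the control mice from the other 9, having 2 levels restates the difference between the groups. Isca1, Btg2 and Ralgps2 are also on 2 levels in the experiment other than that of a comparison they passed in. Isca1 was at 79.4 to 85.7 CPM in MPTP treated mice and 153 to 184 CPM in the other mice of the pre-treatment experiment. In the delayed treatment experiment it was at 65.9 to 77.5 CPM in 4 mice and 169 to 201 CPM in 8, with both levels among the 3 control mice.
Ttr, a marker of the choroid plexus, was at 1539 CPM in 1 MPTP treated mouse of the pre-treatment experiment (replicate 2) and at 3.51 and 5.03 CPM in the other 2. The mean log2(CPM + 1) of the choroid plexus list was 5.58 in this mouse. In the delayed treatment experiment it was 5.44 and 5.36 in control replicates 1 and 2. It was 5.54 in MPTP replicate 3, 5.57 in delayed irisin replicate 2, and 2.46 to 4.30 in the other mice there.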
